# Matrix metalloproteinase-8 deficiency increases joint inflammation and bone erosion in the K/BxN serum-transfer arthritis model

**DOI:** 10.1186/ar3211

**Published:** 2010-12-29

**Authors:** Samuel García, Jerónimo Forteza, Carlos López-Otin, Juan J Gómez-Reino, Antonio González, Carmen Conde

## Abstract

**Introduction:**

Rheumatoid arthritis is an autoimmune disease in which joint inflammation leads to progressive cartilage and bone erosion. Matrix metalloproteinases (MMPs) implicated in homeostasis of the extracellular matrix play a central role in cartilage degradation. However, the role of specific MMPs in arthritis pathogenesis is largely unknown. The aim of the present study was to investigate the role of Mmp-8 (collagenase-2) in an arthritis model.

**Methods:**

Arthritis was induced in *Mmp8*-deficient and wildtype mice by K/BxN serum transfer. Arthritis severity was measured by a clinical index and ankle sections were scored for synovial inflammation, cartilage damage and bone erosion. cDNA microarray analysis, real-time PCR and western blot were performed to identify differential changes in gene expression between mice lacking *Mmp8 *and controls.

**Results:**

*Mmp8 *deficiency increased the severity of arthritis, although the incidence of disease was similar in control and deficient mice. Increased clinical score was associated with exacerbated synovial inflammation and bone erosion. We also found that the absence of *Mmp8 *led to increased expression of *IL-1β*, pentraxin-3 (*PTX3*) and prokineticin receptor 2 (*PROKR2*) in arthritic mice joints.

**Conclusions:**

Lack of Mmp-8 is accompanied by exacerbated synovial inflammation and bone erosion in the K/BxN serum-transfer arthritis model, indicating that this Mmp has a protective role in arthritis.

## Introduction

Rheumatoid arthritis (RA) is a chronic autoimmune disease characterized by joint inflammation and progressive destruction of cartilage and bone. Current knowledge of joint destruction indicates that matrix metalloproteinases (MMPs) have a pivotal role in cartilage damage. Articular cartilage is composed of the extracellular matrix and a small number of chondrocytes. Aggrecan and fibrillar type II collagen are the main components of the cartilage extracellular matrix. In RA, depletion of proteoglycans and the subsequent degradation of collagen lead to destruction of articular cartilage. The metalloproteinases induced by IL-1β, TNF, IL-17 and IL-18 are pivotal in this process [1-4].

Multiple pieces of evidence support the relevance of MMPs in the pathogenesis of RA. Several MMPs are highly expressed in the synovial lining and sublining of RA patients and high levels of these proteins have been detected in their sera and synovial fluid [5-7]. Specifically, the high serum levels of MMP-1 and MMP-3 have been proposed as predictors of joint destruction [8]. The role of a few of the MMPs has been analyzed in experimental arthritis models using deficient mice, and the results were variable depending on the MMP analyzed. The effect of Mmp-2 was analyzed in an antibody-induced arthritis model [9]. The *Mmp2*-deficient mice showed significantly exacerbated arthritis compared with wildtype mice, suggesting a suppressive role of Mmp-2 in this model. In contrast, the absence of Mmp-9 was associated with reduced severity of arthritis, indicating the need of Mmp-9 for the development of arthritis [9]. The role of Mmp-3 was analyzed in antigen-induced arthritis and collagen-induced arthritis models [10,11], and a similar incidence and severity of arthritis was displayed by *Mmp3*-deficient and control mice in both arthritis models. This range of results indicates the need to investigate the specific role of individual MMPs in the pathogenesis of RA to identify specific targets.

MMP-8 (collagenase-2) is mainly produced by neutrophils, although it is also expressed by a wide range of cells including chondrocytes [12] and synovial fibroblasts [13]. MMP-8 is a potent collagenolytic enzyme that is involved in the pathogenesis of several inflammatory conditions. Van Lint and colleagues showed that *Mmp8*-deficient mice were protected against TNF-induced lethal hepatitis [14]. Livers of knockout mice did not show the massive influx of neutrophils seen in wildtype mice, probably due to the functional link between Mmp-8 and lipopolysaccharide-induced CXC chemokine, a PMN chemokine. Their work suggests that Mmp-8 is involved in lipopolysaccharide-induced CXC chemokine release and, in turn, in neutrophil recruitment during inflammation. Likewise, the pivotal role of MMP-8 in lipopolysaccharide-induced CXC chemokine, CXCL5 and CXCL8 activation was recently reported [15]. An increased neutrophil accumulation was found, however, in induced skin carcinomas and during wound healing in mice lacking *Mmp8 *[16]. Also, *Mmp8*-deficient mice developed more severe inflammation than wildtype mice in an allergen-induced airway inflammation model and showed more neutrophils in the bronchoalveolar lavage fluid [17]. Overall, these studies indicate that the role of MMP-8 in the inflammatory process is complex and difficult to predict in advance, probably due to specific features of the tissue and stimulus involved in each situation.

Several findings suggest that MMP-8 has a role in RA pathogenesis. It is expressed in serum and synovial fluid from patients with RA. Fibroblast-like synoviocyte cultures from RA patients produce MMP-8 after TNFα stimulation [6,13]. In addition, MMP-8 regulates the activity of several chemokines implicated in RA [18,19]. In the present study we have therefore investigated the impact of *Mmp8 *deficiency in the induced arthritis using the K/BxN serum transfer model. We have also performed a cDNA microarray analysis to investigate differences in the transcriptional profiles from *Mmp8*-deficient and wildtype mice. According to our data, we conclude that Mmp-8 has a protective role in arthritis derived from the ability of this metalloprotease to induce changes in a series of inflammatory mediators.

## Materials and methods

### Mice

Mice lacking *Mmp8 *have been previously described [19] and the KRN T-cell-receptor transgenic mice were a kind gift from C Benoist and D Mathis (Harvard Medical School, Boston, MA, USA; and IGBMC, Strasbourg, France). NOD and C57BL/6 mice were purchased from Charles River (Barcelona, Spain).

*Mmp8*^+/- ^(mixed C57BL/6 × 129Sv background) mice were backcrossed into the C57BL/6 background for 12 breedings. *Mmp8*^+/- ^mice were then intercrossed to generate the *Mmp8*^-/-^, *Mmp8*^+/- ^and *Mmp8*^+/+ ^mice used for arthritis induction.

Genotypes were assessed by PCR of tail DNA. PCR reactions were made using DNA 100 ng, dNTPS 200 μM (Roche, Mannheim, Germany), specific primers 0.5 μM, MgCl_2 _1.5 mM, PCR buffer reaction (Roche) and Taq DNA polymerase 0.5 U (Roche). Amplification was performed using the following conditions: 94°C for 2 minutes, 30 cycles at 94°C for 1 minute, 60°C for 1 minute and 72°C for 1 minute, and a final cycle of elongation at 72°C for 4 minutes. The size of the amplified DNA products was determined in a 1.5% agarose gel in Tris-acetate-EDTA. Amplification of the wildtype allele was carried out with the primer pairs 5'-GTGGATGAATCCCCAGACTC-3' (forward) and 5'-CAAGCAATCAATTCCGGTCT-3' (reverse) [EMBL: AK089234]; and for amplification of the knockout allele, the primers 5'-GTGGATGAATCCCCAGACTC-3' [EMBL: AK089234] (forward) and 5'-TCGCCTTCTTGACGAGTTCT-3' (reverse) [GenBank: DQ890917.2] were used.

K/BxN mice that spontaneously develop arthritis were generated by crossing KRN T-cell-transgenic mice with NOD mice, as previously described [20].

Mice were maintained in the conventional mouse facility of the Medical School of the University of Santiago de Compostela. Animal care was in compliance with Spanish regulations on the protection of animals used for experimental and other scientific purposes (Real Decreto 223/1998). The experimental protocols were approved by the Animal Care and Use Committee of the University of Santiago de Compostela.

### Generation of serum-transferred arthritis and clinical scoring

K/BxN serum was collected from 4-week-old to 8-week-old arthritic K/BxN mice. The serum samples were pooled and stored at -80°C until use. Arthritis was induced by transfer of this pool of sera in 6-week-old to 8-week-old mice in three different experimental groups.

In Group 1, arthritis was induced in 10 *Mmp8*^-/- ^mice, 10 *Mmp8*^+/+ ^mice, and 10 *Mmp8*^+/- ^mice by intraperitoneal injection of 200 μl K/BxN serum on days 0 and 2. These mice were killed on day 14 after serum transfer.

In Group 2, arthritis was induced in 17 *Mmp8*^-/- ^mice and 17 control mice (*Mmp8*^+/+ ^and *Mmp8*^+/-^) by intraperitoneal injection on days 0 and 2 of 100 μl K/BxN serum. These mice were killed for histological assessment on day 9 after serum transfer.

In Group 3, arthritis was induced in nine *Mmp8*^-/- ^male mice and nine *Mmp8*^+/+ ^male mice by injection on days 0 and 2 of 150 μl K/BxN mice serum. These mice were killed for RNA and protein isolation on day 7 after serum transfer.

Arthritis was assessed in each of the four limbs every other day by two blinded observers, using a semiquantitative clinical score (0 = no swelling; 1 = slight swelling and erythema of the ankle, wrist or digits; 2 = moderate swelling and erythema; 3 = severe swelling and erythema; and 4 = maximal inflammation with joint rigidity). The maximum possible score was 16 per mouse.

### Histological analysis

Hind limbs were prepared for histology by dissecting the skin and muscle, and then sectioning ankle joints. Specimens were fixed for 24 hours and demineralized in PBS-0.5 M ethylenediamine tetraacetic acid for 10 days. Ankle joints were embedded in paraffin and sections were cut and stained with hematoxylin and eosin for evaluation of inflammation and bone erosion, as previously described [21]. For analysis of the damage in cartilage, ankle sections were stained with Toluidine blue and Safranin-O following the standard methodology. To determinate osteoclast activity, staining for tartrate-resistant acid phosphatase (TRAP) was performed using the Acid Phosphatase, Leukocyte (TRAP) kit (Sigma, St Louis, MO, USA) following the manufacturer's instructions. Synovial inflammation was scored as previously described [21]: 0 = no inflammation; 1 = slight thickening of synovial cell layer and/or some inflammatory cells in the sublining; 2 = thickening of synovial lining and moderate infiltration of the sublining; 3 = thickening of synovial lining and marked infiltration; and 4 = thickening of synovial lining and severe infiltration.

Cartilage damage was evaluated following a 0 to 4 scale, as previously described [21]: 0 = normal cartilage; 1 = cartilage surface irregularities and loss of metachromasia adjacent to superficial chondrocytes; 2 = fibrillation of cartilage with minor loss of surface cartilage; 3 = moderate cartilage abnormalities including loss of superficial cartilage and moderate multifocal chondrocyte loss; and 4 = marked cartilage destruction with extension of fissures close to subchondral bone.

Bone erosion was scored on a 0 to 4 scale, as previously described [22]: 0 = normal bone; 1 = small areas of resorption; 2 = more numerous areas of resorption; 3 = obvious resorption; and 4 = full-thickness resorption areas in the bone.

Osteoclast activity was evaluated following a scale from 0 to 4 regarding TRAP staining, as previously described [23]: 0 = no staining; 1 = rare positive cells; 2 = some foci of positive cells; 3 = multiple foci; and 4 = diffuse staining. All scores were performed blind with respect to the mouse group.

### Microarray analysis

Total RNA was obtained from ankle joints of three male mice from each of the following groups: *Mmp8*^+/+ ^arthritic mice, *Mmp8*^+/+ ^control mice, *Mmp8*^-/- ^arthritic mice, and *Mmp8*^*-/- *^control mice. Male mice were used because they showed a trend to higher arthritis severity compared with female mice. The joints were taken 7 days after serum transfer and immediately frozen in liquid nitrogen. Subsequent processing was done at Progenika BioPharma SA (Bilbao, Spain).

Total RNA was isolated using the RNeasy Mini Kit and the QIAshredder (Qiagen GmbH, Hilden, Germany) according to the manufacturer's instructions. Integrity of RNA was assessed with the Agilent 2100 Bioanalyzer (Agilent Technologies, Duesseldorf, Germany). Total RNA (300 ng) was subjected to cDNA synthesis and labeling using the Whole Transcrit cDNA synthesis and amplification kit (Affymetrix, Santa Clara, CA, USA). This procedure involves synthesis of cDNA using T7-promoter-containing random primers, which is transcribed subsequently to cRNA. cRNA was quantified and used to generate dUTP-containing cDNA. The enzymes uracyl DNA glycosylase (UDG) and apurinic/apyramidinic endonuclease-1 (APE1) were used to fragment the dUTP-containing cDNA. Complete fragmentation was checked in the Bioanalyzer. Fragmented cDNA was labeled with the terminal transferase-based Whole Transcript Terminal Labeling kit from Affymetrix. Gene expression was evaluated using the Mouse Gene 1.0 ST array (Affymetrix) that contains about 27 probes for hybridization with each of the 28,853 mouse genome transcripts. Quality control procedures recommended by Affymetrix were followed. Intensity raw data were processed following the Robust Multichip Average method. Expression values below background were discarded, leaving information for 18,495 transcripts - of which 11,524 showed variable expression in at least one sample in relation with the others.

### Real-time PCR analysis

Total RNA was obtained from knee joints of six *Mmp8*^+/+ ^and six *Mmp8*^-/- ^male mice 7 days after serum transfer, and from joints of three *Mmp8*^+/+ ^and three *Mmp8*^-/- ^control mice without arthritis, with the RNeasy Kit and RNase-Free DNase Set (Qiagen GmbH) according to the manufacturer's instructions. Total RNA (500 ng) was subjected to cDNA synthesis using the RT^2 ^First Strand Kit (SABiosciences, Frederick, MD, USA). Quantitative real-time PCR was performed in duplicate in a Rotor Gene 6000 thermal cycler (Corbett Research, Cambridge, UK), using the RT^2 ^SYBR Green/Rox qPCR Master Mix (SABiosciences), according to the manufacturer's protocol. The specific primers used in these reactions are listed in Table 1.

**Table 1:** Primer sets used for quantitative PCR study

Gene	Band size (bp)	SABiosciences catalog number	EMBL accession number	Reference position
*IL-1β*	156	PPM03109E	AK168047	1,059 to 1,080
*PROKR2*	136	PPM39370A	AF487279	851 to 870
*PTX3*	99	PMM03342E	BC022176	1,593 to 1,612
*C1QTNF3*	132	PPM37236A	AF246265	811 to 830
*CALPAIN6*	98	PMM27781A	AK145116	2,029 to 2,049
*MMP-3*	94	PMM03673A	AK148467	1,154 to 1,175
*TenascinN*	116	PMM30367A	AF455756	4,477 to 4,499
*β-Actin*	154	PMM02945A	AB028847	163 to 182

Relative levels of gene expression were normalized to the β-actin gene using the comparative Ct method, where Ct is the cycle at which the amplification is initially detected. The relative amount of mRNA from the different genes was calculated using the formula 2^-ΔΔCt, ^where:

$$\Delta \Delta \text{Ct}={\left[{\text{Ct}}_{\text{target}}-{\text{Ct}}_{\text{β-actin}}\right]}_{\text{WT}\;\text{or}\;\text{KO}\;\text{with}\;\text{arthritis}}-{\left[{\text{Ct}}_{\text{target}}-{\text{Ct}}_{\text{β-actin}}\right]}_{\text{WT}\;\text{or}\;\text{KO}\;\text{controls}}$$

For wildtype and *Mmp8*-deficient samples without arthritis, ΔΔCt = 0 and 2^0 ^= 1. For wildtype and knockout samples with arthritis, the value of 2^-ΔΔCt ^indicates the fold change in gene expression relative to the wildtype and knockout controls, respectively. Melting curves and agarose gel electrophoresis were used to assess the amplified band.

### Western blot analysis

Total proteins were obtained from ankle joints of six *Mmp8*^+/+ ^mice and six *Mmp8*^-/- ^mice after 7 days of serum transfer. Whole protein lysates (40 to 50 μg protein) were fractionated by Tris-glycine buffered 10% SDS-PAGE, transferred to Polyvinylidene difluoride membrane (Roche) and probed with antibodies to prokineticin receptor 2 (*PROKR2*) (Santa Cruz, Santa Cruz, CA, USA) and β-actin (Sigma). Bound antibodies were revealed with horseradish peroxidase-conjugated secondary antibodies (Santa Cruz) and the blot developed using a SuperSignal West Femto Maximum Sensitivity Substrate (Pierce, Rockford, IL, USA).

### Statistical analysis

Differences between experimental groups were assessed by repeated-measures analysis of covariance (ANCOVA) and two-sided Mann-Whitney *U *tests. *P *< 0.05 was considered significant. Correlation of histological parameters with clinical scores was determined with the Spearman *R*_S_.

Statistical analysis of the microarray expression results was performed with the Partek Genomics Suite v7.3.1 (Partek, Saint Louis, MO, USA) after normalization with the Robust Multichip Average method and filtering of values below background. Comparisons of expression levels between sample groups were carried out with lineal regression. Significance thresholds were considered applying a False Discovery Rate (FDR) approach or the more conservative Bonferroni correction by the number of independent tests. Functional classification of genes that showed differential expression was done with the DAVID functional annotation clustering utility [24,25]. The default set of 13 gene annotation databases, including three of each of the following functional categories, gene ontology, protein domains and pathways, was used for this clustering. An enrichment score of 3.0 was taken as the threshold for reporting clusters of genes, given that this level corresponds to significant enrichment of the included categories according to a FDR of 0.05. The fold change in expression levels of one group in relation to the other was also obtained after normalization of hybridization signals by the geometric mean of expression levels in all of the arrays.

## Results

### Increased severity of arthritis in mice lacking MMP-8

To ascertain the role of MMP-8 in experimental arthritis, we induced passive K/BxN arthritis in 12-generation B6-backrossed *Mmp8*-deficient (*Mmp8*^-/-^) mice, and their matched wildtype (*Mmp8*^+/+^) and heterozygous (*Mmp8*^+/-^) littermate controls.

In a first experimental group, male and female *Mmp8*^+/+ ^(*n *= 10), *Mmp8*^+/- ^(*n *= 10) and *Mmp8*^-/- ^(*n *= 10) mice were injected intraperitoneally at day 0 and 2 with 200 μl K/BxN mice serum and monitored for signs of arthritis. Evolution of arthritis was evaluated by two blinded observers on a 0 to 4 scale, as described in Materials and methods.

An incidence of 100% of arthritis was observed in *Mmp8*^-/-^, *Mmp8*^+/+ ^or *Mmp8*^+/- ^mice (Figure 1a). The time course of arthritis was also similar in the three groups of mice. The disease developed rapidly and the maximum of severity was observed between 9 and 12 days. Surprisingly, *Mmp8*-deficient mice displayed significantly higher severity of arthritis than *Mmp8*^+/+ ^and *Mmp8*^+/- ^mice (*P *= 0.025 by repeated-measures one-way ANCOVA test) all through the follow-up. As the severity of arthritis was similar in *Mmp8*^+/+ ^and *Mmp8*^+/- ^mice, these mice were considered a unique control group (*Mmp8*^+^).

**Figure 1:**
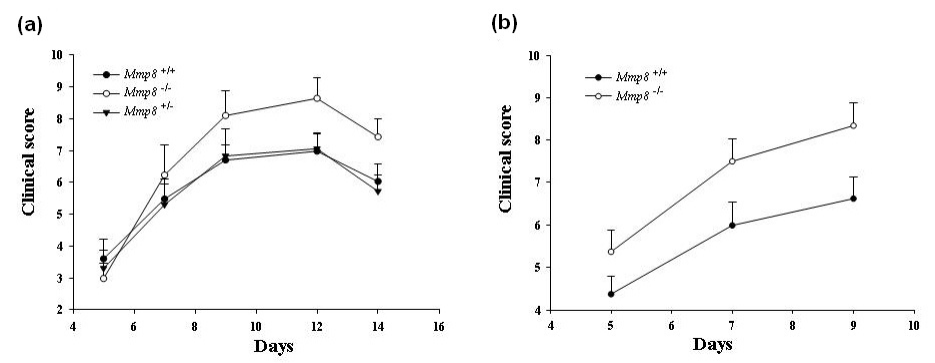
**Increased arthritis severity in *Mmp8*-deficient mice**. **(a) **Clinical score measured in 10 *Mmp8*^-/- ^mice, 10 *Mmp8*^+/+ ^mice and 10 *Mmp8*^+/- ^mice after intraperitoneal injection of 200 μl K/BxN mice serum at days 0 and 2. Values expressed as mean ± standard error of the mean (SEM); *P *= 0.025, by analysis of covariance (ANCOVA) test. **(b) **Clinical score measured in 17 *Mmp8*^-/- ^mice and 17 *Mmp8*^+ ^mice after intraperitoneal injection of 100 μl K/BxN mice serum at days 0 and 2. Values expressed as mean ± SEM; *P *= 0.04, by ANCOVA test.

To exclude that the system was overloaded by using 200 μl K/BxN serum and to further evaluate the observed differences between *Mmp8 *control and deficient mice, a second experimental group composed of male and female *Mmp8*^-/- ^mice (*n *= 17) and control mice (*n *= 17) was injected intraperitoneally at day 0 and 2 with 100 μl K/BxN serum (Figure 1b). Arthritis was monitored until day 9 and the results confirmed those previously obtained - arthritis severity was significantly higher in *Mmp8*-deficient mice compared with control mice (*P *= 0.04 by repeated-measures one-way ANCOVA test; Figure 1b).

### Increased joint inflammation and bone erosion in *Mmp8*-deficient mice

To quantify joint involvement, we assessed synovial inflammation and bone erosion in hematoxylin and eosin stained sections of ankle joints, and cartilage damage was evaluated in Toluidine blue and Safranin-O stained sections. Right ankles were taken on day 9 after serum transfer from seven *Mmp8*^-/- ^and seven *Mmp8*^+ ^male and female mice of the group injected intraperitoneally with 100 μl K/BxN serum, and a blinded observer scored the histological sections. The clinical score of the *Mmp8*^-/- ^mice was higher than in the *Mmp8*^+ ^mice (*P *= 0.027 by Mann-Whitney *U *test).

Synovial inflammation was scored on a 0 to 4 scale, corresponding to the degree of thickening of the synovial lining and sublining infiltration. A significant increase in synovial inflammation score in *Mmp8*^-/- ^mice compared with *Mmp8*^+ ^mice was observed (*P *= 0.04 by Mann-Whitney *U *test; Figures 2 and 3a,d). Changes in cellular infiltrate composition, however, were not observed in mice lacking *Mmp8 *compared with wildtype mice. Specifically, a similar rate of neutrophils and mononuclear cells were seen in both groups of mice.

**Figure 2:**
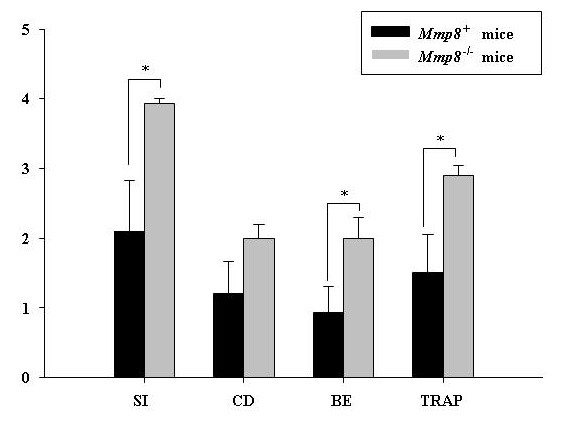
**Increased joint inflammation and bone erosion in mice lacking *Mmp8***. Histologic scores of synovial inflammation (SI), cartilage damage (CD), bone erosion (BE) and tartrate-resistant acid phosphatase (TRAP) staining of ankle sections of *Mmp8*^+ ^mice (*n *= 8) and *Mmp8*^-/- ^mice (*n *= 7) at day 9 after intraperitoneal arthritis induction. Values expressed as mean ± standard error of the mean; *P < 0.05 by two-sided Mann-Whitney *U *test.

As shown in Figures 2 and 3c,f, bone erosion was more marked in *Mmp8*^-/- ^mice than in wildtype mice (*P *= 0.04 by Mann-Whitney *U *test). Furthermore, staining sections for TRAP activity revealed a significantly increase of TRAP-positive multinucleated cells in *Mmp8*^-/- ^mice compared with *Mmp8*^+ ^mice (*P *= 0.025 by Mann-Whitney *U *test). These cells were observed at sites of bone erosion in both groups of mice (Figure 3c,f).

**Figure 3:**
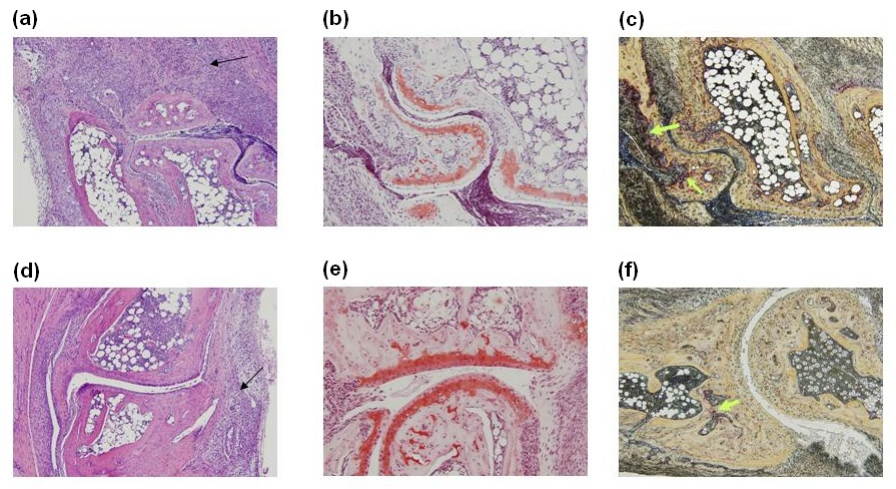
**Higher synovial inflammation and bone erosion in arthritic joints of *Mmp8*-deficient mice than control mice**. Representative sections of ankle joints of *Mmp8*^-/- ^mice **(a)** to **(c)** and *Mmp8*^+ ^mice **(d)** to **(f)** 9 days after intraperitoneal injection of K/BxN serum. More severe inflammation and pannus formation (arrows) were observed on hematoxylin and eosin stained sections from *Mmp8*-deficient mice (a) compared with control mice (d). More severe loss of proteoglycans indicated by destained cartilage was observed on Safranin-O stained sections from *Mmp8*^-/- ^mice (b) compared with *Mmp8*^+ ^mice (e). Increased tartrate-resistant acid phosphatase (TRAP)-positive multinucleated osteoclast-like cells (arrows) were observed at sites of bone erosions on sections stained for TRAP activity from *Mmp8*-deficient mice (c) compared with control mice (f).

A trend to higher cartilage damage in *Mmp8*^-/- ^mice than control *Mmp8*^+ ^mice was detected (Figures 3 and 4b,e), although the difference was not significant (*P *= 0.11 by Mann-Whitney *U *test). Significant correlations between synovial inflammation, cartilage damage, bone erosion and TRAP staining with clinical scores were observed (*R*_S _>0.64 and *P *< 0.017).

Overall these results suggest that MMP-8 plays a protective role in inflammatory arthritis.

### Microarray analysis

To explore the mechanisms underlying the increased arthritis severity in *Mmp8-*deficient mice, we used a genome-wide microarray analysis including probes for more than 28,000 mouse transcripts. Ankle joints from three mice from each of the following groups were studied: *Mmp8*^+/+ ^and *Mmp8*^-/- ^mice with and without arthritis. 

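Each of the 12 arrays measured the ankle joint RNA of 1 mouse, with 3 mice in each of 4 groups. Arthritic mice were given 150 µl of serum from K/BxN mice on day 0 and again on day 2, and were killed on day 7. The Mmp8+/+ control mice are 08SE1178 to 08SE1180, the Mmp8-/- control mice 08SE1181 to 08SE1183, the arthritic Mmp8+/+ mice 08SE1184 to 08SE1186 and the arthritic Mmp8-/- mice 08SE1187 to 08SE1189. The values deposited by the authors are log2 RMA signals of 28853 features of the Mouse Gene 1.0 ST array. Of these, 21789 have 1 gene symbol, 1621 several and 5443 none. The median signal in array order was 6.77, 6.75, 6.78, 6.77, 6.77, 6.76, 6.78, 6.74, 6.76, 6.82, 6.74 and 6.78. Limma was run over all 12 arrays on the 18495 named features with the highest mean signal, and the number of arrays limits the precision. Mmp8, the targeted gene, had a log2 signal of 10.85 ± 0.48 (SD, n = 3) in Mmp8+/+ control mice and 10.49 ± 0.25 in arthritic Mmp8+/+ mice. In arthritic Mmp8-/- mice it was 4.95 ± 0.51. The array labelled Mmp8-/- control 08SE1182 read 10.65, within the 10.21 to 11.16 of the 6 Mmp8+/+ arrays, whereas the other 5 Mmp8-/- arrays read 4.64 to 5.54. Every comparison with Mmp8-/- control mice therefore draws its direction in part from the array labelled Mmp8-/- control. The paper's measures in other mice give no Mmp8 level to set beside it. By real-time PCR the paper found higher Il1b, Ptx3 and Prokr2 in arthritic Mmp8-/- than in arthritic Mmp8+/+ mice. The array changes of Capn6, Mmp3, C1qtnf3 and tenascin were not borne out. Each PCR value was taken relative to control mice of the same genotype. The paper does not say whether these were other mice than the array controls. The proteins of Il1b, Ptx3 and Prokr2 were also higher in arthritic Mmp8-/- joints. Genotypes were read by PCR of tail DNA with separate primers for each allele. The paper states that the mice on the arrays were male. Xist, transcribed from the inactive X chromosome of females, read 10.42 on the Mmp8+/+ control array 08SE1178 and 10.92 on the Mmp8-/- control array 08SE1181, against 4.66 to 5.41 on the other 10. The Y-linked gene Eif2s3y read 4.02 to 4.16 on these 2 arrays and 7.94 to 9.27 on the others.

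**Figure D1:**
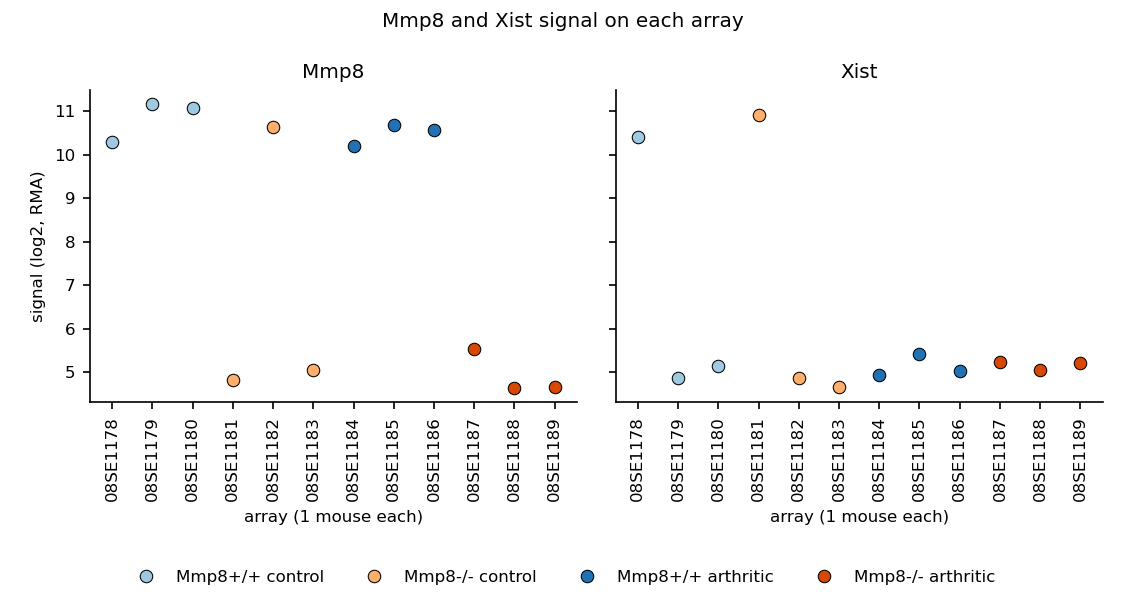
Log2 signal of Mmp8 and of Xist on each of the 12 arrays, by group. Mmp8 is at 10.65 on 08SE1182, the array labelled Mmp8-/- control, and Xist is above 10 on 08SE1178 and 08SE1181 alone.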

Mice with arthritis were injected intraperitoneally on days 0 and 2 with K/BxN mice serum, and joints were taken 7 days after injection. 

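Mmp3, the matrix protease stromelysin, rose with arthritis from a log2 signal of 7.37 ± 0.37 (SD, n = 3 mice) to 12.73 ± 0.27 in Mmp8+/+ mice and from 7.28 ± 0.43 to 12.05 ± 0.07 in Mmp8-/- mice. Its log2 fold changes were 5.36 and 4.77 (SE 0.23). The acute phase protein Saa3 rose by 5.13 and 4.79 (SE 0.32), and the neutrophil chemokine Cxcl5 by 4.15 and 4.19 (SE 0.35). The deepest falls included Retnla, a product of alternatively activated macrophages, with log2 fold changes of -4.53 and -5.03 (SE 0.31). The cartilage cytokine Cytl1 fell (-4.50 and -4.19, SE 0.34), and Angptl7 fell (-4.49 and -3.98, SE 0.33). At a false discovery rate (FDR) of 5%, 3490 features changed in Mmp8+/+ mice, 1332 of them higher and 2158 lower in arthritis. In Mmp8-/- mice 3996 changed, 1464 higher and 2532 lower. These features stand for 3215 and 3678 genes. At an FDR of 1% the numbers were 1606 features (541 higher, 1065 lower) and 1514 features (392 higher, 1122 lower). Leaving out single control mice lowered the 5% numbers to 2081 in Mmp8+/+ mice (without 08SE1178), and to 1849 and 2389 in Mmp8-/- mice (without 08SE1181 and without 08SE1182, the array labelled Mmp8-/- control with Mmp8 signal). They were 2153 without the arthritic mouse 08SE1184 and 2257 without the arthritic mouse 08SE1187. At 1%, the Mmp8+/+ number was 914, 1055, 892 and 895 without 08SE1178, 08SE1179, 08SE1184 and 08SE1185, and the Mmp8-/- number 744, 828 and 890 without 08SE1181, 08SE1182 and 08SE1187. With both arrays with Xist signal left out, 1936 and 1726 features passed 5%. Ordinary linear regression of the 6 arrays compared called 857 and 113 features at 5%.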

Comparison of expression levels between arthritic and nonarthritic control mice yielded a list of about 3,200 genes that were differentially expressed according to an FDR of 5% (2,996 genes in the comparison among *Mmp8*^+/+ ^mice and 3,407 genes in the *Mmp8*^-/- ^comparison), or about 1,000 genes according to the more stringent FDR 1% threshold (Table 2). These lists were largely concordant in the two independent comparisons, as assessed by the fact that most genes differently expressed in *Mmp8*^+/+ ^mice were also differently expressed in *Mmp8*^-/- ^mice. 

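The interleukin Il6 rose by 2.92 and 3.43 (SE 0.35) in Mmp8+/+ and Mmp8-/- mice on the log2 scale, and the chemokine Cxcl2 by 2.93 and 3.16 (SE 0.26). Among falling genes, the flavin monooxygenase Fmo2 fell (-3.26 and -3.61, SE 0.26), and the cartilage lectin Clec3a fell (-3.43 and -3.56, SE 0.32). The bradykinin receptor Bdkrb1 rose by 3.79 and 3.60 (SE 0.18). At an FDR of 5%, 2298 features were called in both genotypes, 671 higher and 1627 lower in arthritis in each, and none moved in opposite directions. Lists of these sizes drawn independently would share 105 rising and 295 falling features. The shared features were 65.8% of those called in Mmp8+/+ mice and 57.5% of those called in Mmp8-/- mice. At an FDR of 1%, 1010 were shared (271 higher, 739 lower), or 62.9% and 66.7%. Among the 4379 features with an arthritis effect averaged over the genotypes at an FDR of 1%, the log2 fold changes of the genotypes had a correlation of 0.951 across features, which are not independent replicates and were chosen for that average. Across all tested features it was 0.869. Of the 4379 features, 48.3% had the larger change in Mmp8+/+ mice. The comparisons share no mouse, but they share the estimate of variance. Without the Mmp8-/- control 08SE1181, 1475 features were shared at 5% and 651 at 1%, and without 08SE1182, the array labelled Mmp8-/- control, or the arthritic Mmp8+/+ mouse 08SE1185, 668 and 659 at 1%. When both arrays with Xist signal were left out, 1219 were shared at 5%, and by ordinary linear regression of the 6 arrays compared 53. From the share of Mmp8+/+ genes found again in Mmp8-/- mice, the paper concludes that the lists were largely concordant.

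**Figure D2:**
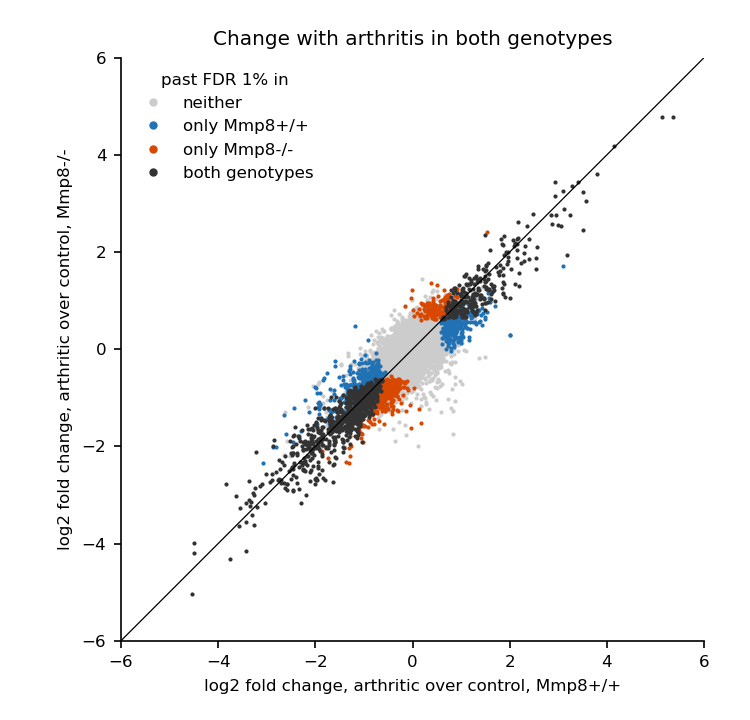
Log2 fold change of arthritic against control mice in Mmp8+/+ (horizontal) and Mmp8-/- mice (vertical) for the tested features, coloured by where they pass an FDR of 1%. The 1010 features called in both genotypes lie in the quadrants of equal sign.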

In fact, direct comparison of arthritic *Mmp8*^+/+ ^mice with arthritic *Mmp8*^-/- ^mice did not show any significant difference.

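Krtdap, a protein secreted by differentiating keratinocytes, was lower in arthritic Mmp8-/- mice, at 6.65 ± 0.31 (SD, n = 3) on the log2 scale against 8.47 ± 0.27 in arthritic Mmp8+/+ mice. The difference was -1.83 (SE 0.23, adjusted p = 0.0234 from limma), and Krtdap was the 1 feature past an FDR of 5%. Of 28 epidermal and hair genes, 1 was lower, 0 were higher and 27 did not pass (10 lower when adjusted over the list alone). Their median difference was -0.85 (camera adjusted p = 6.31e-25, adjusted p = 0.22 with an estimated correlation). The list mean varied widely among controls, from 6.89 to 7.97 in Mmp8+/+ and from 6.81 to 8.08 in Mmp8-/- mice. The 6.65 to 6.94 of arthritic Mmp8-/- mice overlapped both ranges. Krtdap itself read 6.44 to 7.00 in arthritic Mmp8-/- mice, below the 7.69 to 8.52 of controls. Whether the joint samples differed in skin content was not tested. Suprabasin, another keratinocyte product, did not pass (Sbsn, -1.14, SE 0.20, adjusted p = 0.42). The 72 extracellular matrix genes had a median difference of -0.15 (camera adjusted p = 1.33e-06, adjusted p = 0.22 with an estimated correlation). None of these matrix genes passed alone in limma or when adjusted over the list alone, and without the arthritic Mmp8-/- mouse 08SE1189 the camera adjusted p was 0.104 (median -0.10). Mmp8 itself differed by -5.54 (SE 1.04, adjusted p = 0.42), with an adjusted p of 2.5e-07 when the array labelled Mmp8-/- control 08SE1182 was left out of the variance. Casp4, a neighbour of Mmp8 on chromosome 9, differed by -1.55 (SE 0.30, adjusted p = 0.448). In this comparison 523 features had an unadjusted p under 0.05. The comparison of control mice gave 0 features at an FDR of 5% in limma (596 at an unadjusted p under 0.05), and the interaction of genotype and arthritis gave 0 (576). Ordinary linear regression over 12 arrays gave 0 in all 3 comparisons. Limma on the arrays of the compared groups alone called 3 features between arthritic mice, Krt10, Krtdap and Mmp8. None passed with array weights, without the filter on signal, without both arrays with Xist signal, or without any 1 of the arthritic mice 08SE1185, 08SE1186, 08SE1187 and 08SE1188. Without 08SE1182 there were 2, Krtdap and Mmp8, and 1 between control mice. In simulated data of the same spread with 200 of 18495 features changed, a log2 difference of 1 was recovered for 85.1% between arthritic groups. In the interaction the share was 26.9%. An FDR cutoff is stricter where fewer features differ, so these shares are not the power of the real comparisons. Between arthritic groups 1 feature passed, and Sbsn at -1.14 and Casp4 at -1.55 did not.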

**Table 2:** Number of differentially expressed genes

Mice	Control versus rheumatoid arthritis		
	
	FDR <0.05	FDR <0.01	***P***_**corr **_**<0.05**
*Mmp8*^+/+^	2,996	994	77
*Mmp8*^-/-^	3,407	1,046	52
*Mmp8*^+/+ ^and *Mmp8*^-/-^	2,136	660	40
*Mmp8*^+/+ ^exclusive	860	334	37
*Mmp8*^-/- ^exclusive	1,271	386	12

No differences were found between arthritic *Mmp8*^+/+ ^and arthritic *Mmp8*^-/- ^mice. FDR, false discovery rate.

We therefore conducted other types of analyses. First, we compared the functional groups of differentially expressed genes modified in both groups of arthritic mice, only in arthritic *Mmp8*^+/+ ^mice and only in *Mmp8*^-/- ^mice. The 660 genes that were modified both in *Mmp8*^+/+ ^mice and *Mmp8*^-/- ^mice, according to a FDR 0.01 threshold, could be grouped into eight clusters with an enrichment score over 3.0 (Figure 4). These clusters included some that are more structurally defined and others that are more related with cellular or biological pathways. 

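Of 72 extracellular matrix genes, 43 were higher with arthritis, 4 lower and 25 did not pass in Mmp8+/+ mice (47 and 4 when adjusted over the list alone), and 26 were higher, 7 lower and 39 did not pass in Mmp8-/- mice (27 and 11 over the list alone). The list had a median log2 fold change of 0.65 in Mmp8+/+ mice (camera adjusted p = 1.81e-14, and adjusted p = 0.0249 with an estimated correlation) and 0.32 in Mmp8-/- mice (adjusted p = 0.000152, lost at adjusted p = 0.167 with an estimated correlation). P4ha3, which hydroxylates collagen prolines, rose by 3.25 and 2.77 (SE 0.23), collagen XII by 1.86 and 1.66 (SE 0.18), and tenascin X fell (-2.25 and -2.32, SE 0.26). Of 47 matrix proteases and inhibitors, a list that includes Mmp8 and Mmp3, 19 were higher and 3 lower in Mmp8+/+ mice (23 and 4 over the list alone), and 15 and 7 in Mmp8-/- mice (21 and 9). Their medians were 0.42 and 0.30 (camera adjusted p = 3.7e-07 and 0.00459, adjusted p = 0.0595 and 0.232 with an estimated correlation). Within the list Timp1 rose by 3.29 and 3.37 (SE 0.18) and Timp4 fell (-2.63 and -2.85, SE 0.32). Cytokines, chemokines and other inflammation genes were higher in 39 of 79 cases in Mmp8+/+ and 39 in Mmp8-/- mice (47 and 43 over the list alone) and lower in 5 and 7 (9 and 8). The medians were 0.63 and 0.61 (adjusted p = 4.94e-13 and 1.01e-11, adjusted p = 0.0595 and 0.0974 with an estimated correlation). Lipid and detoxification genes were lower in 34 of 43 cases in Mmp8+/+ and 37 in Mmp8-/- mice (36 and 39 over the list alone), with medians of -1.41 and -1.48 (adjusted p = 2.21e-19 and 1.94e-23, adjusted p = 0.0595 and 0.0974 with an estimated correlation). Adipocyte genes, a separate list, were lower in 15 and 16 of 16 cases, with medians of -2.11 and -2.35 (adjusted p = 0.0595 and 0.0974 with an estimated correlation). The carboxylesterase Ces1d fell (-3.76 and -4.31, SE 0.29). In the list of Wnt antagonists and the TGF-beta family, 15 and 16 of 36 were lower and 6 and 4 higher (17 and 20 lower over the list alone), with medians of -0.30 and -0.47 (adjusted p = 0.0371 and 0.00343, adjusted p = 0.375 and 0.268 with an estimated correlation). The secreted inhibitor Wif1 fell (-2.72 and -2.46, SE 0.36), whereas Sfrp2 rose by 2.88 and 2.57 (SE 0.18). Of 43 cell cycle genes 2 and 18 were higher (0 and 24 over the list alone), with medians of 0.16 and 0.59 (adjusted p = 0.0479 and 2.47e-08, adjusted p = 0.776 and 0.396 with an estimated correlation). The Mmp8-/- control 08SE1181 had the lowest mean signal of the 6 controls for cell cycle genes (7.68, the others 7.93 to 8.26), as for erythroid (6.24, 7.05 to 8.13), granulocyte precursor (7.64, 8.08 to 8.50) and neutrophil genes (8.71, 9.13 to 9.68). The cell cycle call in Mmp8+/+ mice also ended without 08SE1178, 08SE1180 or 08SE1186 (adjusted p = 0.0840, 0.0644 and 0.534, medians 0.15, 0.16 and 0.03) and without the filter on signal (0.0789, median 0.16). The Wnt call there ended without 08SE1178 or 08SE1186 (adjusted p = 0.0729 and 0.0797), where the medians of -0.30 and -0.32 were no smaller in size. Without the 2 arrays with Xist signal both calls ended (0.0716 for each, medians 0.15 and -0.30).

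**Figure D3:**
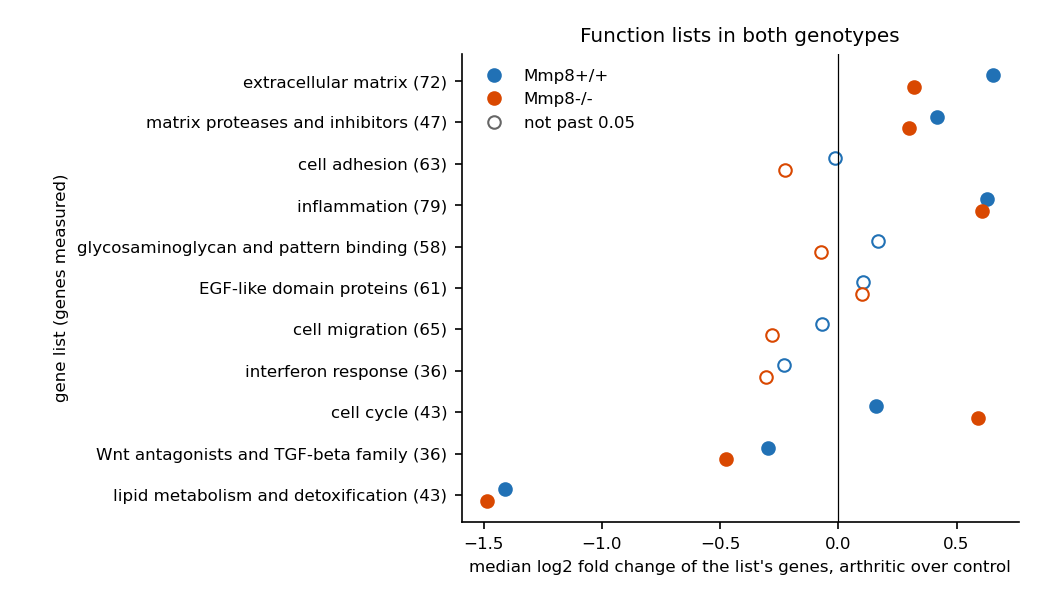
Median log2 fold change of arthritic against control mice for the 11 function lists in each genotype, with filled points where camera with its preset correlation gave an adjusted p under 0.05. The matrix list lies at 0.65 in Mmp8+/+ and 0.32 in Mmp8-/- mice.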

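Genes of adhesion, migration, glycosaminoglycan binding and EGF-like domains moved both ways with arthritis. Camera called none of these lists, nor that of the interferon response, in either genotype. Fry called glycosaminoglycan binding and EGF-like domains higher in Mmp8+/+ mice (adjusted p = 0.0249 and 0.0127). It called adhesion lower in Mmp8-/- mice (0.0404), and these lists otherwise had no directional fry call. The mixed test of fry, which counts moves in either direction, called each of these lists in both genotypes. Its adjusted p ran from 5.48e-10 (glycosaminoglycan binding) to 2.25e-06 (interferon response), both in Mmp8-/- mice. Of 63 adhesion genes, 10 were higher and 17 lower in Mmp8+/+ and 9 higher and 17 lower in Mmp8-/- mice (11, 18, 13 and 20 when adjusted over the list alone), with medians of -0.02 and -0.22 (camera adjusted p = 0.924 and 0.23). The matricellular protein Ccn3 fell (-1.79 and -2.03, SE 0.28) in Mmp8+/+ and Mmp8-/- mice on the log2 scale. Of 58 genes of glycosaminoglycan and pattern binding, 19 were higher and 12 lower in Mmp8+/+ and 14 higher and 17 lower in Mmp8-/- mice (21, 13, 16 and 19 when adjusted over the list alone). Their medians were 0.17 and -0.07 (camera adjusted p = 0.0752 and 0.764), where in Mmp8-/- mice the mean was 0.01. The hyaluronan-binding protein Tnfaip6 rose by 2.41 and 2.26 (SE 0.23), and the hyaluronan receptor Lyve1 fell (-2.58 and -2.78, SE 0.33). Among 61 proteins with EGF-like domains, 15 were higher and 12 lower in Mmp8+/+ and 12 higher and 17 lower in Mmp8-/- mice (19, 14, 15 and 18 when adjusted over the list alone). Medians were 0.10 and 0.10 (camera adjusted p = 0.162 and 0.852), and the mean in Mmp8-/- mice was -0.03. The scavenger receptor Stab2 fell (-2.28 and -1.66, SE 0.21). For 65 migration genes, 10 were higher and 13 lower in Mmp8+/+ and 11 higher and 18 lower in Mmp8-/- mice (12, 14, 13 and 21 when adjusted over the list alone), with medians of -0.07 and -0.28 (camera adjusted p = 0.929 and 0.126), and the transcription factor Snai1 rose by 2.15 and 2.16 (SE 0.25). Of 36 interferon response genes, 3 were higher and 9 lower in Mmp8+/+ and 3 higher and 8 lower in Mmp8-/- mice (6, 12, 5 and 12 when adjusted over the list alone), with medians of -0.23 and -0.30 (camera adjusted p = 0.0752 and 0.0798). The guanylate-binding protein Gbp4 fell (-1.99 and -2.03, SE 0.21).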

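Of the 906 genes called at an FDR of 1% in both genotypes, 28 belong to the lipid list against 2.44 by chance, 25 to inflammation (4.48), 19 to glycosaminoglycan binding (3.29) and 19 to the matrix list (4.08). Fisher's exact test over 15992 genes gave adjusted p = 1.49e-23, 5.86e-12, 1.33e-09 and 6.2e-08. Adhesion had 17 genes (3.57 expected, adjusted p = 2.12e-07), EGF-like domains 14 (3.46, 1.98e-05), migration 11 (3.68, 0.00188), proteases 10 (2.66, 0.000512) and the Wnt list 10 (2.04, 5.77e-05). Interferon response (5 genes, adjusted p = 0.0721) and cell cycle (0 genes, adjusted p = 0.226) were not enriched. Leaving out both arrays with Xist signal and the array labelled Mmp8-/- control 08SE1182 left a lone Mmp8-/- control and a smaller shared set. Matrix, adhesion and EGF-like genes there had 1.33, 1.52 and 1.57 times the expected number, against 4.66, 4.76 and 4.05 times with all arrays. Migration genes had 4.42 times, against 2.99. Inflammation, lipid and glycosaminoglycan binding genes had 17.0, 31.2 and 9.91 times, against 5.59, 11.5 and 5.78. Protease and Wnt genes had 12.2 and 10.6 times, against 3.76 and 4.90. In a small set a ratio can rest on very few genes, so the low ratios do not show a loss of enrichment.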

The same type of analysis was also carried out for the sets of genes that were different only in the *Mmp8*^+/+ ^arthritic mice according to the same FDR 0.01 criteria. There were 334 genes in this class and they were grouped into five clusters of annotations with an enrichment score over 3.0. These five clusters were a subgroup of the eight clusters that were modified in both groups of arthritic mice. The only three clusters missing here were the cluster of epidermal growth factor-like domain proteins and the two last clusters: the one grouping cell migration and motility genes, and the one containing transmembrane proteins. The genes whose expression was significantly modified in arthritic *Mmp8*^+/+ ^mice and not in arthritic *Mmp8*^-/- ^mice were therefore largely from the same functional classes as the genes that were modified in both types of mice.

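Genes called in Mmp8+/+ mice alone at an FDR of 1% included the collagen lysyl hydroxylase Plod1, with log2 fold changes of 0.80 in Mmp8+/+ and -0.04 in Mmp8-/- mice (SE 0.16, interaction -0.85, SE 0.23). Hhipl1, a relative of the hedgehog-interacting protein, rose by 1.17 in Mmp8+/+ mice, with 0.26 in Mmp8-/- mice (SE 0.17), which did not pass. Gfi1, a transcription factor of granulocyte precursors, had changes of -1.21 and -0.25 (SE 0.18), the latter not passing. There were 596 such features, 270 higher and 326 lower in arthritis, in 544 genes. Of these features, 592 (99.3%) moved in the same direction in Mmp8-/- mice, 496 with an unadjusted p under 0.05 there and 356 past an FDR of 5%. Their median absolute log2 fold change was 0.92 in Mmp8+/+ and 0.58 in Mmp8-/- mice. None passed the interaction test at an FDR of 5% in limma, and 100 (16.8%) had an unadjusted interaction p under 0.05. Among the 544 genes were 19 of the matrix list against 2.45 expected (Fisher's exact test, adjusted p = 5.51e-11), 9 proteases and inhibitors (1.6 expected, 0.000331) and 6 of the Wnt and TGF-beta list (1.22, 0.00831). Erythroid genes numbered 5 (0.476 expected, adjusted p = 0.000624). Adhesion, inflammation and glycosaminoglycan binding had 5, 6 and 5 genes (adjusted p = 0.188, 0.176 and 0.176), EGF-like domains 3 and migration 2, none of them enriched. The mean signal of the 72 matrix genes was 9.80 ± 0.04 (SD, n = 3) in Mmp8+/+ and 10.01 ± 0.01 in Mmp8-/- control mice, and 10.44 ± 0.03 and 10.29 ± 0.10 in arthritic mice. Their median interaction was -0.36 (camera adjusted p = 3.48e-16, and 0.0165 with an estimated correlation). It draws in part on 08SE1182, the array labelled Mmp8-/- control, and stayed called with each single array left out in turn. The number of features called in Mmp8+/+ mice alone was 179, 337, 208, 236 and 338 without the Mmp8+/+ mice 08SE1178, 08SE1179, 08SE1184, 08SE1185 and 08SE1186, and 1203 without the Mmp8-/- mouse 08SE1187. The protease call ended without 08SE1187 (adjusted p = 0.0545, 2.54 times the expected number against 5.63 with all arrays). That of the Wnt list, at 4.90 times the expected number, ended without 08SE1178, 08SE1180, 08SE1186 or 08SE1189 (0.559, 0.124, 0.747 and 0.161, at 2.71, 3.91, 1.47 and 3.18 times) and without both arrays with Xist signal (0.246, 3.54 times). That of erythroid genes, at 10.5 times, ended without 08SE1178, 08SE1179, 08SE1180 or 08SE1185 (0.0790, 0.488, 0.0590 and 0.0906, at 13.9, 3.77, 7.55 and 11.0 times) and without 08SE1184, which left 0 of them.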

**Figure 4:**
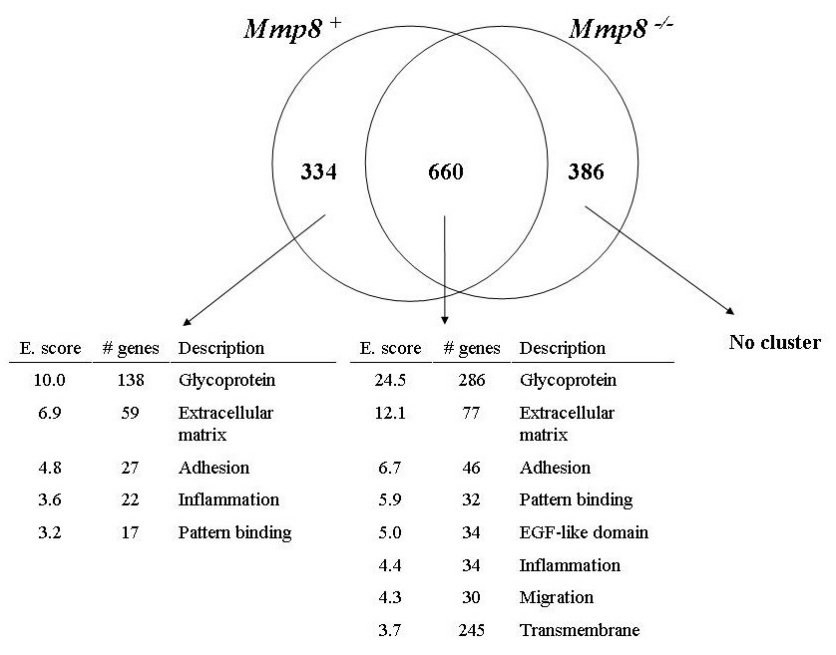
**Clustering of differentially expressed genes**. The DAVID utility [24,25] was used to cluster differentially expressed genes according to a false discovery rate 0.01 threshold, in both *Mmp8*^+/+ ^and *Mmp8*^-/-^arthritic mice, exclusive arthritic *Mmp8*^+/+ ^mice and exclusive arthritic *Mmp8*^-/- ^mice. The functional description and the number of genes with enrichment score (E. score) >3.0 are shown.

A similar analysis with the 386 genes that were modified only in arthritic *Mmp8*^-/-^mice gave very different results. No single cluster of genes showed an enrichment score over 3.0, and only two clusters showed a score over 2.0. This indicates that the modified genes specific of arthritis in the *Mmp8*^-/- ^mice are very varied and difficult to group. 

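The macrophage elastase Mmp12 fell by 1.62 on the log2 scale with arthritis in Mmp8-/- mice and had a change of -0.03 in Mmp8+/+ mice (SE 0.22). Its interaction of -1.59 (SE 0.31) had an adjusted p of 0.729 in limma. Much of it lay in the control mice, at 7.11 ± 0.39 in Mmp8-/- and 6.02 ± 0.06 in Mmp8+/+ mice. Arthritic mice read 5.49 ± 0.42 and 5.99 ± 0.14. Mmp12 is a neighbour of Mmp8 on chromosome 9, and an effect of the targeted locus on its level was not tested. Mmp12 read 5.14, 5.38 and 5.95 on the arthritic Mmp8-/- arrays 08SE1187, 08SE1188 and 08SE1189. The values of 08SE1187 and 08SE1188 lie within the 4.64 to 5.54 of Mmp8 on the Mmp8-/- arrays other than 08SE1182. The Mmp12 level there was not shown to be above background, which limits the sizes of its fall and interaction. Birc5 and Kif20a, genes of mitosis, rose by 1.32 and 0.95 in Mmp8-/- mice (SE 0.29 and 0.22), with 0.50 and 0.33 in Mmp8+/+ mice, which did not pass. Lrrc28 had changes of -1.24 and 0.13 (SE 0.19), and Abhd3, of phospholipid metabolism, -0.79 and 0.02 (SE 0.15). The Mmp8-/- changes of Birc5, Kif20a, Lrrc28 and Abhd3 did not pass when both arrays with Xist signal and the array labelled Mmp8-/- control 08SE1182 were left out. The features called in Mmp8-/- mice alone at an FDR of 1% numbered 504, 121 higher and 383 lower in arthritis, in 448 genes. In Mmp8+/+ mice 498 (98.8%) moved in the same direction, 407 with an unadjusted p under 0.05 and 282 past an FDR of 5%. None passed the interaction test at an FDR of 5% in limma, and 62 (12.3%) had an unadjusted interaction p under 0.05. Their median absolute log2 fold change was 0.91 in Mmp8-/- and 0.60 in Mmp8+/+ mice. Of the 27 function and cell type lists, Fisher's exact test found 1 enriched among the 448 genes, with 6 cell cycle genes against 1.2 expected (adjusted p = 0.0319). Matrix genes numbered 1 against 2.02 expected and migration genes 6 against 1.82 (adjusted p = 0.129). In a direct test of both exclusive sets, matrix genes were more frequent among those of Mmp8+/+ mice (odds ratio 16.2, Fisher's exact test, adjusted p = 0.00339), and for cell cycle genes the test did not pass (adjusted p = 0.112). Genes of any function list made up 50 of the 544 and 28 of the 448. The number of features fell to 93, 160, 326 and 106 without the arrays labelled Mmp8-/- 08SE1181, 08SE1182 (with Mmp8 signal), 08SE1183 and 08SE1187, and rose to 777 without the Mmp8+/+ control 08SE1179. The call of the matrix difference between the sets, which was 3.27 percentage points with all arrays, ended without 08SE1180 (adjusted p = 0.0859, 2.20 points), 08SE1181 (0.834, 2.90), 08SE1182 (0.859, 2.10), 08SE1183 (0.0879, 2.82), 08SE1187 (1.00, 2.14) or 08SE1188 (0.175, 2.15), and without both arrays with Xist signal (1.00, 3.62). In removals of single arrays the cell cycle call, at 4.98 times the expected number, was kept without 08SE1183 or 08SE1187 alone. It ended without the filter on signal (adjusted p = 0.473, 2.48 times) and without 08SE1178 (0.522, 1.80), 08SE1179 (0.139, 2.71), 08SE1180 (0.556, 2.45), 08SE1182 (0.358, 5.39), 08SE1184 (0.228, 2.59), 08SE1185 (0.238, 2.53), 08SE1186 (0.0558, 3.98) or 08SE1188 (0.401, 3.08), and its sign turned without 08SE1181 (0 genes), without 08SE1189 and without both arrays with Xist signal (0 genes).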

The pattern of genes that were differentially regulated in *Mmp8*^+/+ ^mice and *Mmp8*^-/- ^mice are therefore very different: the genes regulated specifically in arthritic *Mmp8*^-/- ^mice are similar in number but much more diverse functionally.

The lack of any clearly defined functional class of genes specifically modified in arthritic *Mmp8*^-/- ^mice made it impossible to focus on them to try to discern important factors in the differential arthritis phenotype. We decided to concentrate instead on the genes that, having a most clearly changed expression with arthritis, were also most differentially affected in *Mmp8*^+/+ ^and *Mmp8*^-/- ^mice. 

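Crabp2, a carrier of retinoic acid, rose by 3.52 and 3.22 (SE 0.18) with arthritis in Mmp8+/+ and Mmp8-/- mice on the log2 scale, the adhesion molecule Chl1 by 3.40 and 3.44 (SE 0.22), the lectin receptor Clec4d by 2.48 and 2.78 (SE 0.20) and the monocyte gene Ms4a6d by 2.32 and 2.12 (SE 0.20). The ion channel protein Clic5 fell (-3.35 and -3.23, SE 0.17), and Scg3 fell (-3.56 and -3.64, SE 0.29). By a Bonferroni-adjusted p of 0.05, 361 features, standing for 337 genes, changed in at least 1 genotype. In Mmp8+/+ mice 279 passed, 118 higher and 161 lower, and in Mmp8-/- mice 276, 94 higher and 182 lower, with 194 in both. The 279 became 184, 159, 171, 152, 144 and 171 without each Mmp8+/+ mouse from 08SE1178 to 08SE1180 and 08SE1184 to 08SE1186 in turn. The 276 became 132, 150, 173, 159 and 143 without 08SE1181, the array labelled Mmp8-/- control 08SE1182, 08SE1183, 08SE1187 and 08SE1188. The 194 became 116 without 08SE1179 or 08SE1185, 122, 123 and 123 without 08SE1181, 08SE1182 and 08SE1184, and 120 and 121 without 08SE1186 and 08SE1188. Without moderation of the variance, by ordinary linear regression over 12 arrays, 71 features passed in at least 1 genotype, and 3 by regression of the 6 arrays compared. There were 185 without both arrays with Xist signal.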

We selected the 86 nonredundant genes that were different between arthritic and control mice in the comparison of either *Mmp8*^+/+ ^mice or *Mmp8*^-/- ^mice according to the very conservative Bonferroni-corrected threshold of *P *= 0.05. We obtained the fold change ratios between their respective comparisons. Genes with fold change ratios higher than 1.35 and lower than 0.75 were considered interesting (Table 3). That is, differences between arthritic *Mmp8*^-/- ^mice and their controls were compared with differences between arthritic *Mmp8*^+/+ ^mice and their controls, and the most extreme fold change ratios were selected. 

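The calpain Capn6 rose 5.50-fold with arthritis in Mmp8-/- and 11.3-fold in Mmp8+/+ mice, a ratio of 0.486 (95% interval 0.304 to 0.776). For the aminopeptidase Anpep the ratio was 0.559 (0.391 to 0.800), for tenascin N (Tnn) 0.631 (0.413 to 0.962) and for periostin (Postn) 0.645 (0.443 to 0.939). Mmp3 rose 27.3-fold and 41.1-fold, a ratio of 0.663 (0.412 to 1.07), and C1qtnf3 5.77-fold and 8.35-fold, a ratio of 0.692 (0.423 to 1.13). Il1b rose 5.01-fold and 3.71-fold, a ratio of 1.35 (0.936 to 1.95), Prokr2 4.79-fold and 3.53-fold (1.36, 0.906 to 2.04) and Ptx3 6.12-fold and 4.49-fold (1.36, 0.886 to 2.09). In control mice Prokr2 read 5.05 to 5.43, within the 4.64 to 5.54 of Mmp8 on the Mmp8-/- arrays other than 08SE1182. The floor of 1 feature need not be that of another, so this does not place Prokr2 at background. Its control level was not shown to be above background either, which limits its folds and their ratio. The aspartoacylase Aspa, which fell with arthritis, had a ratio of 1.48 (1.01 to 2.16). The paper's Ces3 is an older name of Ces1d and of Ces3a and was read as Ces1d, whose folds match. Of the 28 genes of Table 3 that could be named on the array, 24 had a ratio under 0.75 or over 1.35, 10 had an interval that excludes 1, and 22 had the smaller change in Mmp8-/- mice. In limma 0 passed the interaction test at an adjusted p of 0.05 (10 at an unadjusted p under 0.05), and 0 when adjusted over the list alone (smallest adjusted p = 0.0710). The study chose this list on these samples, so the list is not independent evidence. Of the 337 genes past the Bonferroni threshold in either genotype, 94 had a ratio beyond these limits, 64 under 0.75 and 30 over 1.35. Of the 94, 71 are not in Table 3. The paper gives this threshold as 0.05 in its text and 0.01 in the legend of Table 3, and 0.05 was used here. The 128 rising genes among the 337 had a median ratio of 0.872. The Mmp8-/- fold of each ratio is taken against the Mmp8-/- controls, so the array labelled Mmp8-/- control 08SE1182 enters all of them. Without both arrays with Xist signal 15 of the 28 ratios lay beyond the limits, and 14 when 08SE1182 was left out as well.

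**Figure D4:**
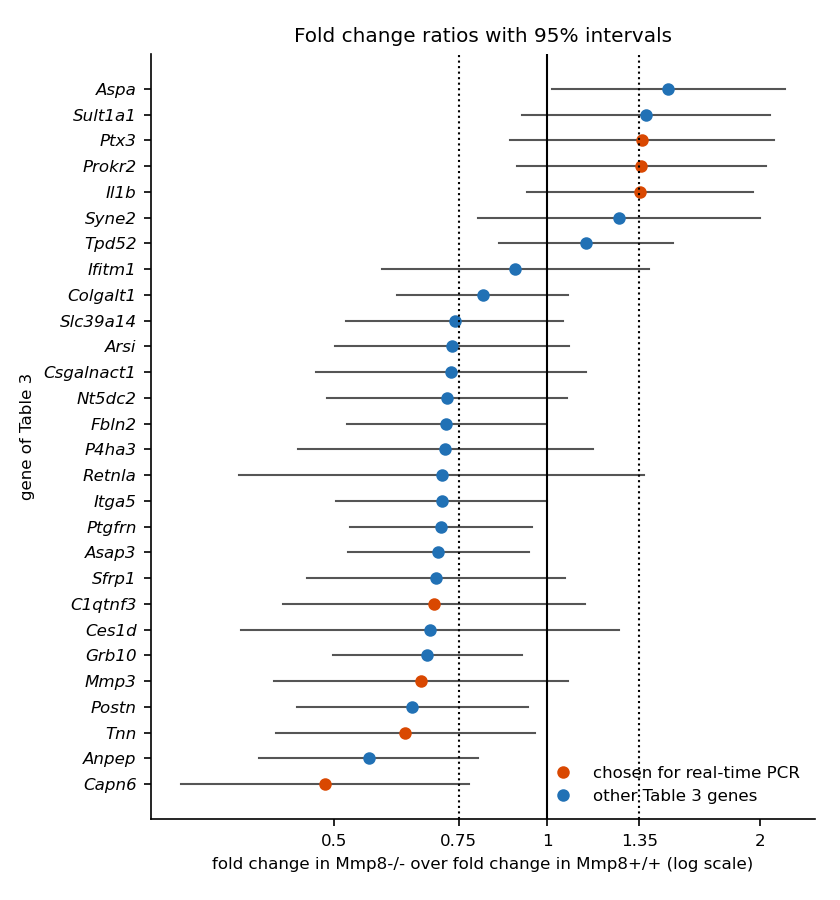
Fold change with arthritis in Mmp8-/- divided by that in Mmp8+/+ mice for 28 genes of Table 3, with 95% intervals, on a log axis with dotted lines at 0.75 and 1.35. Intervals of 10 genes lie wholly on 1 side of 1, and genes measured by PCR are in orange.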

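Among arthritic mice alone, the interleukin Il1b read 10.60 ± 0.11 (SD, n = 3) in Mmp8-/- and 10.42 ± 0.19 in Mmp8+/+ mice on the log2 scale, a difference of 0.18 (SE 0.18). The prokineticin receptor Prokr2 read 7.46 ± 0.42 and 7.15 ± 0.16, a difference of 0.32 (SE 0.19), and the pentraxin Ptx3 9.83 ± 0.26 and 9.58 ± 0.08, a difference of 0.25 (SE 0.21). Mmp3 differed by -0.68 (SE 0.23). Capn6 read 8.87 ± 0.51 and 9.43 ± 0.28, a difference of -0.56 (SE 0.22), tenascin N (Tnn) 10.10 ± 0.36 and 10.46 ± 0.08, a difference of -0.37 (SE 0.20), and C1qtnf3 9.14 ± 0.45 and 9.33 ± 0.21, a difference of -0.19 (SE 0.23). None of these 7 genes passed an FDR of 5% between arthritic groups in limma (adjusted p = 1.00 for each). In control mice, Il1b read 8.28 ± 0.28 in Mmp8-/- and 8.53 ± 0.19 in Mmp8+/+ mice, Prokr2 5.20 ± 0.16 and 5.33 ± 0.11, and Ptx3 7.22 ± 0.33 and 7.41 ± 0.33. Capn6 read 6.41 ± 0.12 and 5.93 ± 0.14, Tnn 8.23 ± 0.30 and 7.93 ± 0.21, and C1qtnf3 6.61 ± 0.33 and 6.27 ± 0.26. All 7 rose with arthritis in both genotypes. The first value of each pair of controls includes the array labelled Mmp8-/- control 08SE1182.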

Seven out of 29 genes were chosen for confirmatory real-time PCR experiments given their interest in inflammation, autoimmunity or arthritis.

**Table 3:** Genes with the most discordant changes in expression in *Mmp8*^+/+ ^and *Mmp8*^-/-^arthritic mice

Gene	**Fold change: CRL *Mmp8***^**-/- **^**vs. RA *Mmp8***^**-/- **^**(A)**	**Fold change: CRL *Mmp8***^**+/+ **^**vs. RA *Mmp8***^**+/+ **^**(B)**	Ratio A/B
*Anpep*	2.107	3.766	0.559
*Arsi*	3.440	4.685	0.734
*Aspa*	0.289	0.195	1.481
***C1qtnf3***	5.773	8.349	0.691
***Capn6***	5.503	11.324	0.485
*Ces3*	0.050	0.074	0.682
*Csgalnact1*	4.318	5.906	0.731
*Ddefl1*	1.411	2.010	0.702
*Fbln2*	2.254	3.128	0.720
*Gltd5d1*	1.411	2.158	0.654
*Grb10*	1.639	2.421	0.677
*H19*	3.154	5.834	0.541
*Ifitm1*	2.100	4.232	0.496
***Il1*** *β*	5.014	3.711	1.351
*Itga5*	2.184	3.079	0.709
***Mmp3***	27.264	41.104	0.663
*Nt5dc2*	3.532	4.891	0.722
*P4ha3*	6.826	9.504	0.718
*Postn*	2.949	4.571	0.645
***Prokr2***	4.791	3.527	1.358
*Ptgfrn*	1.705	2.407	0.708
***Ptx3***	6.117	4.493	1.361
*Rentla*	0.031	0.043	0.709
*Sfrp1*	8.278	11.900	0.696
*Slc39a14*	5.882	7.949	0.739
*Sult1a1*	0.251	0.181	1.379
*Syne2*	0.590	0.335	1.759
*TenascinN*	3.653	5.793	0.631
*Tpd52*	2.410	1.781	1.353

Genes with the most discordant changes (<0.75 or >1.35) in expression in *Mmp8*^+/+ ^and *Mmp8*^-/-^arthritic mice in relation to their respective nonarthritic controls (selected from arthritis-associated genes according to Bonferroni-corrected *P *< 0.01). Bold genes were chosen for confirmatory real-time PCR. CRL, control; RA, rheumatoid arthritis.

The data discussed in this publication have been deposited in NCBI'S Gene Expression Omnibus [26] and are accessible through the GEO Series accession number [GEO:GSE22971] [27].

### Induction of *IL-1β*, *PROKR2 *and *PTX3 *in arthritic *Mmp8*-deficient mice

To corroborate the results obtained by the microarray analysis, real-time RT-PCR experiments were performed in arthritic joints from six other *Mmp8*-deficient mice and six wildtype mice treated in the same way. Increased mRNA expression of *IL-1β*, *PROKR2 *and pentraxin-3 (*PTX3*) was found in arthritic *Mmp8*^-/- ^mice compared with wildtype mice (*P *= 0.035, *P *= 0.032 and *P *= 0.028, respectively; Figure 5a). Real-time PCR did not, however, confirm the expression changes observed in *CALPAIN 6*, *MMP-3*, *C1QTNF3 *and *TenascinW *in *Mmp8*-deficient mice compared with wildtype mice (data not shown).

**Figure 5:**
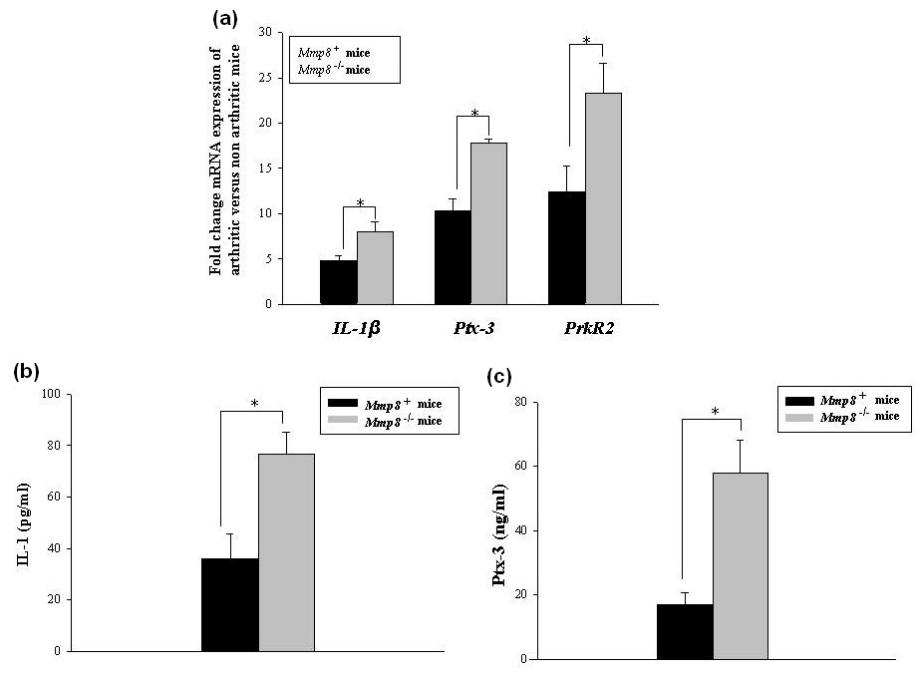
**Increased IL-1β, PTX-3 and PROKR2 mRNA and protein levels in mice lacking *Mmp8***. **(a) ***IL-1β*, pentraxin-3 (*PTX-3*) and prokineticin receptor 2 (*PROKR2*) mRNA levels were measured by quantitative real-time PCR in arthritic joints of *Mmp8*^-/- ^mice (*n *= 6) and *Mmp8*^+/+ ^mice (*n *= 6) at day 7 after intraperitoneal serum injection. Levels of IL-1β **(b) **and PTX-3 **(c) **proteins were measured by ELISA in extracts from arthritic joints of mice at day 7 after intraperitoneal serum injection. Values expressed as mean ± standard error of the mean; *P < 0.05, by two-sided Mann-Whitney *U *test.

Increased production of *IL-1β *and *PTX3 *was verified by ELISA assay (Figure 5b,c), and results showed a significant increase of both proteins in joints from *Mmp8*^-/- ^mice compared with *Mmp8*^+/+ ^mice (*P *= 0.031 and *P *= 0.017, respectively). PROKR2 production was assessed by western blot and is shown in Figure 6a,b. As expected, PROKR2 levels were significantly higher in joints from *Mmp8*-deficient than in control male mice (*P *= 0.031).

**Figure 6:**
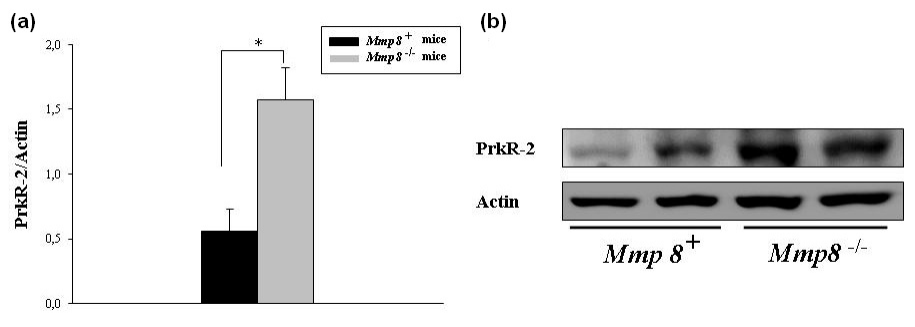
**Increased PROKR2 expression in *Mmp8*-deficient mice**. Protein expression of prokineticin receptor 2 (PROKR2) was determined by western blot in arthritic joints of six *Mmp8*^-/- ^mice and six *Mmp8*^+/+ ^mice at 7 days after arthritis induction. Densitometric analysis of PROKR2 and that normalized with the intensity of actin is shown. **(a) **Data represent mean ± standard error of the mean; *P < 0.05, by Mann-Whitney *U *test. **(b) **Representative blot.

### Discussion

Accumulated evidence indicates that MMPs are involved in the cartilage destruction observed in RA [1-4,7]; MMP inhibitors are thereby of special interest for the treatment of RA. Results from clinical trials of MMP inhibitors in RA have not been encouraging, however, probably due to lack of specificity of such inhibitors [28,29]. In fact, analyses of several MMPs in animal models have shown either [9-11] exacerbation or reduction of arthritis severity depending on the MMP analyzed. This indicates that specific MMPs could have either a promoting or a protective role in arthritis pathogenesis. Knowledge of the role of specific MMPs in the pathogenesis of arthritis therefore seems pivotal to obtain successful inhibitors for treatment. In the present study, we have investigated the impact of lack of *Mmp8 *in the K/BxN serum-transfer arthritis model. The advantages of this transfer model with respect to other arthritis models is its 100% penetrance, early onset, rapid development of osteolytic lesions and its MHC independence. Clinical features and histopathology are very similar to human RA. Another characteristic of the K/BxN transfer model is that it allows us to focus on the effector phase mechanisms of arthritis that are dependent on neutrophils, macrophages, mast cells, and inflammatory mediators, especially IL-1β, but independent of T cells and B cells.

We have found that the absence of *Mmp8 *increased the severity of arthritis without noticeably affecting its time course, either at its onset or at its spontaneous remission. The aggravated clinical course of arthritis was accompanied by exacerbated synovial inflammation and bone erosion. These effects were associated with modified expression of a varied array of genes, including overexpression of *IL-1β*, *PTX3 *and *PROKR2 *in arthritic joints. Surprisingly, despite the known collagenolytic activity of Mmp-8, its absence did not protect from cartilage damage but a trend to increased damage was observed compared with *Mmp8 *wildtype mice. This finding may indicate that other Mmps could compensate for its absence. These data indicate that Mmp-8 plays a protector role against arthritis in this model. This effect is consistent with the previously reported effect of Mmp-8 absence in other inflammation models such as OVA-induced airway inflammation [17], chemically-induced skin carcinomas [19] and skin wound healing [16], in which the absence of Mmp-8 increased the severity of these pathologies and delayed wound healing. In these studies, disease aggravation was linked to increased neutrophil accumulation in the mice lacking *Mmp8*. In our work, we did not observe differences in cellular infiltrate composition between *Mmp8 *control and deficient mice, suggesting that mechanisms involved in the Mmp-8 regulation of inflammation are complex and include its effect in other aspects of inflammation as shown by our expression studies. It is possible that differences between models depend on the nature of the inflammatory stimulus or of the tissue affected.

To elucidate the mechanisms behind arthritis aggravation in *Mmp8*^-/- ^mice, we have investigated the gene expression profile in *Mmp8*-sufficient and *Mmp8*-deficient mice with and without arthritis using microarray technology. There was a wide array of genes that changed expression in arthritic mice. Most were coincident in *Mmp8*-sufficient and *Mmp8-*deficient mice, and they can be grouped in functional categories that are congruent with current knowledge of arthritis mechanisms. The functional spread of the genes whose expression was only modified in the arthritic *Mmp8*^-/- ^mice contrasted with the clustering in five functional categories of the genes significantly modified only in the arthritic *Mmp8 *wildtype mice, despite being similar in number. This result is consistent with the lack of any clearly different phenotype in the histological analysis and has been taken into consideration to interpret the analyses of individual genes. To select genes for detailed analysis, we decided to focus on the genes that with high likelihood were differentially expressed with respect to arthritis and the presence of *Mmp8*. After selection of a group of seven genes, we found an increased expression of *IL-1β*, *PTX3 *and *PROKR2 *in arthritic joints from *Mmp8*-deficient mice compared with wildtype mice that were confirmed by real-time PCR assays. The corresponding increase in protein expression was validated by ELISA and western blot.

*IL-1β *is highly expressed in the synovium of RA patients and plays a crucial role in production of inflammatory mediators and articular damage [2,30]. This cytokine's functional relevance has been demonstrated in several animal models, including the K/BxN model [30-36]. Results of these studies indicate that the increased *IL-1β *expression observed in *Mmp8*-deficient mice can contribute to the higher clinical score, synovial inflammation, osteoclast activity and bone erosion found in these mice.

PTX3 is the prototypic member of the long pentraxin family of acute phase reactants. PTX3 rapidly increases in serum during endotoxic shock, inflammation and infections [37]. A possible role of this protein in potentiating inflammation has been reported in a model of intestinal injury by ischemia/reperfusion in which PTX3 transgenic mice showed exacerbated inflammatory response and increased lethality [38]. Also, mice lacking PTX3 displayed reduced tissue inflammation and increased survival rates [39]. Our results showed an increased PTX3 expression in mice lacking *Mmp8 *compared with wildtype mice, where it was also increased, indicating that PTX3 upregulation could have contributed to the higher arthritis severity in the knockout mice. This result suggests that the accumulation of PTX3 in the synovial fluid of RA patients after being produced by synoviocytes and synovial endothelial cells [40] can be also a contributor to the inflammation process.

PROKR2 is a seven-transmembrane coupled G-protein receptor that binds prokineticin-2. PROKR2 is highly expressed in the bone marrow, and in neutrophils, monocytes and dendritic cells [41]. Signaling through this receptor induces survival, differentiation and activation of granulocytic and monocytic lineages [42]. The higher expression of PROKR2 found in the arthritic joints from *Mmp8*-deficient mice could therefore have contributed to the increased inflammatory infiltration observed in them.

Changes in the expression of these three genes exemplify different ways in which the lack of MMP-8 led to an aggravation of arthritis: promotion of inflammation by *IL-1β *and other molecules like *PTX3*, induction of maturation and activation of osteoclasts by *IL-1β *and *PROKR2*, and enhanced inflammatory infiltrate by *IL-1β *and possibly *PROKR2 *- however, other contributing mechanisms are possible as only a fraction of the genes with possible differential expression were analyzed. Similar analysis in other models of inflammation will help to unravel the many ways in which MMP-8 seems to protect against inflammation.

## Conclusions

The present study indicates that MMP-8 protects against inflammatory synovitis and bone erosion in the K/BxN serum-transfer arthritis model. Expression analysis indicates that protection is due to changes in multiple genes belonging to different functional categories. Three of these genes have been validated exemplifying the involved pathways: *IL-1β*, *PTX3 *and *PROKR2*.

## Abbreviations

ANCOVA: analysis of covariance; MMP: matrix metalloproteinases; ELISA: enzyme-linked immunosorbent assay; FDR: false discovery rate; IL: interleukin; PBS: phosphate-buffered saline; PCR: polymerase chain reaction; RA: rheumatoid arthritis; PTX3: pentraxin-3; PROKR2: prokineticin receptor 2; TRAP: tartrate-resistant acid phosphatase; C1QTNF3: C1q and TNF-related protein; TNF: tumor necrosis factor.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SG carried out the experiments and participated in the analysis of data and in drafting the manuscript. JF carried out the histological scoring. CL-O participated in design of the study and revision of the manuscript. JJG-R participated in design and coordination of the study, and revision of the manuscript. AG performed the statistical analysis, and participated in design of the study, interpretation of data and drafting the manuscript. CC conceived of the study, and participated in its design, in coordination and interpretation of the data and in drafting the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

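Gene expression was measured on the Affymetrix Mouse Gene 1.0 ST array in ankle joints of 12 mice, 3 in each of 4 groups. The groups were Mmp8+/+ and Mmp8-/- mice, without arthritis or given 150 µl of serum from K/BxN mice on day 0 and again on day 2, and killed on day 7. Replicates are separate mice. The authors deposited RMA-normalized values, background corrected, quantile normalized and summarized per feature, in log2 units. The table holds 28853 features and 12 columns of values, and 0 of these columns were left out. Neither RMA nor the paper's filter on values below background can be repeated from these values. The array names in the text are those of the deposited table, with groups taken from the submission's labels and the paper.

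Features were named from the array annotation provided with the data, which gave 1 symbol for 21789 features, several for 1621 and none for 5443. Of the features with 1 symbol, 21698 had a gene identifier in the RefSeq annotation of GRCm38.p6. That annotation was used for names and for the neighbours of Mmp8 on chromosome 9, not for coordinates. Tested were the 18495 named features with the highest mean signal over the 12 arrays, 18495 being the number of transcripts the paper kept after discarding values below background. The lowest mean among them was 5.29. A gene was represented by its feature with 1 symbol and the highest mean, which gave 15992 genes for gene lists. The number of arrays limits the precision.

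Group means were compared with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 12 arrays, moderated variances, 8 residual degrees of freedom and no covariate. The 5 comparisons were arthritic against control mice within each genotype, Mmp8-/- against Mmp8+/+ mice within arthritic and within control mice, and the interaction of genotype and arthritis. P-values were adjusted by Benjamini-Hochberg at 5% and 1%, or by Bonferroni at 0.05. Every adjusted p of a gene in the text is from limma, two-sided. Errors of log2 fold changes are standard errors (SE) and errors of group means are SD. The fold change ratio of Table 3 was computed as 2 to the power of the interaction, with a 95% interval. The share of features with the larger change in Mmp8+/+ mice was taken over features with an average arthritis effect at an FDR of 1%, and compared with 100 regroupings of the genotype labels.

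There were 29 gene lists written by hand beforehand, 11 of function modelled on the clusters the paper reports, 16 of cell types, and 2 for the neighbours of Mmp8 and for sex. They were tested with camera at its preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. Camera compares a list with the other genes, and fry asks whether its genes move on balance in 1 direction. The mixed test of fry counts moves in either direction. Enrichment among genes called at an FDR of 1% was tested for the 27 lists of function and cell types with Fisher's exact test over the 15992 genes. The clustering with DAVID that the paper used was not rerun, and its annotation was not used here. The paper found its clusters on these same arrays, so tests of the function lists are not independent of its results. Genes are named in the text by fixed rules, as genes of the paper's tables, the 12 largest rises and falls, up to 4 members of each list per comparison, 10 per genotype comparison and 5 per genotype among exclusive genes.

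Alternatives to the main analysis were limma on the compared groups alone, ordinary linear regression over 12 or over the 6 arrays compared, moderation with an intensity trend and robust settings, array weights, no filter on signal, every feature named or not, the 11524 most variable features, subtraction of each array's mean, quantile normalization of the tested features, and the removal of each array in turn. Added later were the removal of the 2 arrays with Xist signal, the removal of these and of the array labelled Mmp8-/- control with Mmp8 signal, and ordinary regression over the 11524 most variable of all features. The procedure was tested on simulated data with 200 of 18495 features changed. A log2 change of 1 was recovered for 82.1% of these in Mmp8+/+ and 80.6% in Mmp8-/- mice, and a log2 change of 0.5 for 5.97% and 1.49%.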

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

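The tests on the Mmp8 signal of 08SE1182 and on the folds of Table 3 were chosen only after the results had been seen, as was the removal of arrays with Xist signal.

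Mmp8 read 10.65 on the array labelled Mmp8-/- control 08SE1182. A swap with a Mmp8+/+ array of this series is argued against, because the lowest Mmp8 signal of the 6 arrays labelled Mmp8+/+ was 10.21, above the 5.54 that was the highest of the other Mmp8-/- arrays. More neutrophils on this array are argued against too, since the mean of the neutrophil list was 9.13 there and 9.54 on the Mmp8-/- control 08SE1183, which read Mmp8 at 5.05. A mouse with an intact Mmp8 allele is a candidate explanation, because Casp4, a neighbour of Mmp8, read 7.71, within the 7.55 to 7.96 of Mmp8+/+ controls and above the 6.26 and 6.97 of the other Mmp8-/- controls. Mmp12, another neighbour, read 6.66, between the 5.98 to 6.09 of Mmp8+/+ controls and the 7.28 and 7.40 of the other Mmp8-/- controls, so the neighbours do not all follow. A wrong label and an exchange with a mouse from outside the series stay open.

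The extracellular matrix list responded less to arthritis in Mmp8-/- mice, with a mean interaction of -0.363 (SE 0.0654). Of 200 regroupings of mice by genotype within arthritic and within control mice, 1, the real one, was as large, with 0.359 the next (exact p = 0.005). This list was picked out among 29, and it was modelled on the clusters the paper found on these same arrays. The p is therefore not from an independent test. The interaction was -0.366 (SE 0.0741) without 08SE1182, -0.376 (SE 0.0835) without both arrays with Xist signal and at its nearest to 0 -0.340 (SE 0.0496) with skeletal muscle as a covariate, which argues against these arrays and against muscle, erythroid or epidermal content as the whole cause. Control Mmp8-/- mice were higher by 0.21 and arthritic ones differed by -0.15, each with an exact p of 0.1, the smallest that 10 regroupings allow. On 08SE1182, which carries Mmp8 signal, the list mean was 10.00, beside 10.00 and 10.03 on the other Mmp8-/- controls and 9.75 to 9.83 on Mmp8+/+ controls, which goes against the absence of Mmp8 as the reason for the higher controls, although 1 array excludes nothing. Whether the lower response comes from the absence of Mmp8 was not tested otherwise and stays open, as do differences of litter, age or housing.

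For 4 genes of Table 3, Ifitm1, Syne2, Tpd52 and Colgalt1, the paper's fold in Mmp8-/- mice and its fold in Mmp8+/+ mice each equal the fold of a feature here, but of different features. For Colgalt1 the paper's Mmp8-/- fold of 1.411 equals that of Asap3. Folds A and B taken from different features are a candidate explanation of these 4 ratios, which could not be reached from any single feature. For the other 24 genes both folds equal those of 1 feature, to within 0.0011. Ces1d, 1 of the 24, stands for the paper's Ces3, an older name of Ces1d and of Ces3a, and was kept because its folds match, so its match is no evidence.

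Xist read 10.42 on 08SE1178 and 10.92 on 08SE1181. Kdm5d read 3.90 to 4.35 on these arrays and 6.40 to 7.47 on the other 10, and Uty 3.88 to 3.98 against 6.73 to 8.37.

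Among lists whose response to arthritis differed between genotypes by camera and in each removal of a single array, the median interaction was -0.36 for the matrix list, -0.23 for proteases and inhibitors (camera adjusted p = 1.17e-05), 0.33 for cell cycle (4.79e-11), 0.59 for granulocyte precursors (3.58e-05), 0.89 for erythroid genes (4.94e-11) and -0.93 for epidermis and hair (3.11e-16). For the last 5 this was lost (adjusted p = 0.184, 0.358, 0.244, 0.244 and 0.244 with an estimated correlation). The protease list holds Mmp8, the targeted gene. The sizes for erythroid and granulocyte precursor genes draw in part on the Mmp8-/- control 08SE1181. Its list means were 6.24 and 7.64, against 7.05 and 7.87 (erythroid) and 8.08 and 8.42 (granulocyte precursor) on the other Mmp8-/- controls. Without both arrays with Xist signal and 08SE1182 the adjusted p was 0.198 for granulocyte precursors (median 0.11) and 0.697 for epidermis and hair (median 0.0560).

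A further 9 lists had a camera call in the interaction that ended without at least 1 array and was lost with an estimated correlation. The median was -0.13 for adhesion (adjusted p = 0.00673, and 0.110 and 0.167 without 08SE1180 and 08SE1187, where the medians were -0.06 and -0.06, adjusted p = 0.298 with an estimated correlation). It was -0.19 for glycosaminoglycan binding (0.00201, and 0.0984 without 08SE1187, where the median was -0.06, adjusted p = 0.417 with an estimated correlation) and -0.14 for EGF-like domains (0.00398, and 0.124 without 08SE1189, where the median was -0.16, adjusted p = 0.194 with an estimated correlation). Migration had -0.16 (0.00489, and 0.150 and 0.567 without 08SE1180 and 08SE1187, where the medians were -0.08 and -0.02, adjusted p = 0.579 with an estimated correlation), and lipid metabolism -0.27 (0.00489, and 0.793 and 0.257 without 08SE1178 and 08SE1187, where the medians were -0.07 and -0.16, adjusted p = 0.579 with an estimated correlation). Neutrophil genes had 0.26 (0.0237, and 0.181, 0.961, 0.252, 0.128 and 0.345 without 08SE1180, 08SE1181, 08SE1184, 08SE1187 and 08SE1188, where the medians were 0.17, -0.03, 0.09, 0.18 and 0.07, adjusted p = 0.616 with an estimated correlation). Endothelial genes had -0.20 (0.00144, and 0.0744 without 08SE1189, where the median was -0.12, adjusted p = 0.298 with an estimated correlation). B cell genes had 0.27 (0.00489, and 0.0506, 0.0770, 0.0544 and 0.149 without 08SE1179, 08SE1182, 08SE1184 and 08SE1189, where the medians were 0.25, 0.19, 0.15 and 0.11, adjusted p = 0.424 with an estimated correlation). Muscle genes had 0.30 (0.00245, and 0.753, 0.0824, 0.733 and 0.623 without 08SE1178, 08SE1183, 08SE1184 and 08SE1189, where the medians were -0.02, 0.15, 0.15 and -0.04, adjusted p = 0.638 with an estimated correlation).

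The 6 arrays of a comparison can be divided into 3 and 3 in 10 ways, which cannot give a share under 0.05. The real division called 3490 features in Mmp8+/+ mice at an FDR of 5% and the highest other 0, so that 1 was as large, and 3996 against 0 in Mmp8-/- mice, again 1. Between arthritic mice the real division called 1 feature and the highest other 0, so that 1 was as large. Between control mice it called 0 in limma (596 at an unadjusted p under 0.05, and 0 by ordinary linear regression) and the highest other 4. All 10 were as large, which a real number of 0 fixes in advance and which therefore says nothing about chance. In the interaction it called 0 (576 at an unadjusted p under 0.05, and 0 by ordinary linear regression over 12 arrays) and the highest of 100 regroupings 29. All 100 were as large, for the same reason. The share of features with the larger change in Mmp8+/+ mice was 48.3% (36.4% to 60.6% when single arrays were left out, the extremes without 08SE1189 and 08SE1187). In 95 of 100 regroupings it lay as far from 50%, with 80.9% the highest, so chance is not excluded.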

How the results depend on the processing

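The tests without arrays with Xist signal and the regression over the most variable of all features were chosen only after the results had been seen. The thresholds in parentheses are the FDR of 5% or 1% or Bonferroni, and given here are the numbers of features that moved by more than 1.5 times. The cause of these moves was not tested.

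Limma on the arrays of the compared groups alone gave 931 (1%) and 147 (Bonferroni) in Mmp8-/- mice, 1894 (5%) and 132 (Bonferroni) in Mmp8+/+ mice alone, 770 (5%) and 211 (1%) in Mmp8-/- mice alone, 85 (Bonferroni) in both and 3 (5%) between arthritic mice. Ordinary linear regression over 12 arrays gave 693 (1%) and 56 (Bonferroni) in Mmp8+/+ mice, 621 (1%) and 43 (Bonferroni) in Mmp8-/- mice, 1095 (5%), 183 (1%) and 15 (Bonferroni) in Mmp8-/- mice alone, 438 (1%) and 28 (Bonferroni) in both, 255 (1%) and 28 (Bonferroni) in Mmp8+/+ mice alone, 0 (5%) between arthritic mice and 71 (Bonferroni) in either genotype. Regression of the 6 arrays compared gave 857 (5%), 1 (1%) and 2 (Bonferroni) in Mmp8+/+ mice, 113 (5%), 0 (1%) and 1 (Bonferroni) in Mmp8-/- mice, 53 (5%), 0 (1%) and 0 (Bonferroni) in both, 60 (5%), 0 (1%) and 1 (Bonferroni) in Mmp8-/- mice alone, 1 (1%) and 2 (Bonferroni) in Mmp8+/+ mice alone, 0 (5%) between arthritic mice and 3 (Bonferroni) in either genotype. Array weights gave 2414 (1%) in Mmp8+/+ mice, 2777 (5%), 1465 (1%) and 191 (Bonferroni) in Mmp8+/+ mice alone, 685 (5%), 164 (1%) and 28 (Bonferroni) in Mmp8-/- mice alone and 0 (5%) between arthritic mice. All named features without the filter gave 0 (5%) between arthritic mice. All features, named or not, gave 181 (Bonferroni) in Mmp8-/- mice, 47 (Bonferroni) in Mmp8-/- mice alone and 0 (5%) between arthritic mice. Without both arrays with Xist signal there were 1936 (5%), 813 (1%) and 168 (Bonferroni) in Mmp8+/+ mice, 1726 (5%), 674 (1%) and 138 (Bonferroni) in Mmp8-/- mice, 1219 (5%), 528 (1%) and 121 (Bonferroni) in both, 717 (5%), 285 (1%) and 47 (Bonferroni) in Mmp8+/+ mice alone, 507 (5%), 146 (1%) and 17 (Bonferroni) in Mmp8-/- mice alone, 0 (5%) between arthritic mice, 185 (Bonferroni) in either genotype and 15 Table 3 ratios beyond 0.75 or 1.35. Without these and 08SE1182 there were 1715 (5%), 744 (1%) and 147 (Bonferroni) in Mmp8+/+ mice, 485 (5%), 196 (1%) and 44 (Bonferroni) in Mmp8-/- mice, 460 (5%), 185 (1%) and 43 (Bonferroni) in both, 25 (5%), 11 (1%) and 1 (Bonferroni) in Mmp8-/- mice alone, 2 (5%) between arthritic mice, 1 (5%) between control mice, 148 (Bonferroni) in either genotype and 14 Table 3 ratios beyond 0.75 or 1.35. Ordinary regression over the 11524 most variable of all features gave 1027 (1%) and 77 (Bonferroni) in Mmp8+/+ mice, 53 (Bonferroni) in Mmp8-/- mice, 666 (1%) and 40 (Bonferroni) in both, 361 (1%) and 37 (Bonferroni) in Mmp8+/+ mice alone, 13 (Bonferroni) in Mmp8-/- mice alone, 0 (5%) between arthritic mice and 90 (Bonferroni) in either genotype. Fits on 6 arrays give no interaction and no share of direction. In the fit without 3 arrays, the lone Mmp8-/- control array is assumed to vary like the others.

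Leaving out single arrays gave 2081 to 4312 (5%), 892 to 1987 (1%) and 144 to 300 (Bonferroni) in Mmp8+/+ mice, 1849 to 4194 (5%), 744 to 1495 (1%) and 132 to 265 (Bonferroni) in Mmp8-/- mice, 1475 to 2309 (5%), 651 to 1010 (1%) and 116 to 182 (Bonferroni) in both, 458 to 2509 (5%), 179 to 1203 (1%) and 27 to 152 (Bonferroni) in Mmp8+/+ mice alone, 374 to 2270 (5%), 93 to 777 (1%) and 10 to 149 (Bonferroni) in Mmp8-/- mice alone, 0 to 2 (5%) between arthritic mice, 0 to 1 (5%) between control mice, 248 to 329 (Bonferroni) in either genotype and 16 to 22 Table 3 ratios beyond the limits. The interaction stayed at 0 to 0 features in limma (576 at an unadjusted p under 0.05 on all arrays), and the share with the larger change in Mmp8+/+ mice ran from 36.4% to 60.6%.

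List medians turned in sign, or in camera's direction, in 16 cases. Without both arrays with Xist signal and 08SE1182 they were -0.0639 (neutrophil) and 0.00647 (epidermis) in Mmp8-/- mice, 0.0494 (neutrophil), 0.0181 (granulocyte precursor) and -0.004 (synovial fibroblast) between control mice, and -0.00300 (lipid), -0.131 (neutrophil), -0.00481 (B cell) and 0.0560 (epidermis) in the interaction. Between arthritic mice the neighbours of Mmp8 had 0.00122 without 08SE1186 and 0.0641 without 08SE1187 (-0.251 to 0.0641 over all removals of single arrays), and neutrophil genes 0.00663 without 08SE1189 (-0.237 to 0.00663). Muscle genes had -0.0215 without 08SE1178 between control mice (-0.608 to -0.0215), and -0.0215 and -0.0424 without 08SE1178 and 08SE1189 in the interaction (-0.0424 to 0.708). The neutrophil interaction was -0.0282 without 08SE1181 (-0.0282 to 0.465).

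Enrichment over the expected number turned to under 1 in 12 cases. Among shared genes it was 0 for muscle without 08SE1181, 08SE1182, 08SE1187 or 08SE1188 and 0.854 without 08SE1184 (0 to 7.43 over all removals of single arrays), and 0 for muscle and for osteoblasts without the 3 arrays. Among genes of Mmp8+/+ mice alone it was 0 for erythroid genes without 08SE1184. For cell cycle genes of Mmp8-/- mice alone it was 0 without 08SE1181, without both arrays with Xist signal and without the 3 arrays, and 0.877 without 08SE1189.

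Of the alternatives fixed in advance, 335 left a count or share within 1.5 times and 123 moved it. Of those for gene lists, 894 left the call as it was, 179 ended it and 7 turned it, and for enrichment 260, 44 and 8. For named genes 6621 left the call, 390 ended it and 3 made one. Of 305 named-gene results 263 were the same in every removal of a single array, of 72 list results 41 and of 24 enrichments 14. No paired analysis was possible because the replicates of different groups share no number.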

Differences from the paper's values

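Of 16 numbers of genes that were compared, those of Table 2 and the 86 past the Bonferroni threshold that the paper's text gives, 9 differed by more than 1.5 times from the numbers of features found here. The paper's numbers are given as genes. Counted as genes, 1491 in Mmp8+/+ mice and 906 in both genotypes at an FDR of 1% are no more than 1.5 times the paper's 994 and 660. The 544 genes in Mmp8+/+ mice alone at 1% against the paper's 334, and at the Bonferroni threshold 269 in Mmp8+/+ mice, 263 in Mmp8-/- mice and 337 in either against the paper's 77, 52 and 86, remain more than 1.5 times apart. A set of 22 alternatives was fixed before the data were examined. The regression over the 11524 most variable of all features was chosen after the values had been seen, and drops 0 of the 28 genes of Table 3.

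At an FDR of 1% the paper reports 994 genes in Mmp8+/+ mice, against 1606 features here. Within 1.5 times of the paper's number came 13 of these 22, which were ordinary linear regression over 12 arrays, no filter, all features, the most variable features and the removal of each array from 08SE1178 to 08SE1186. Limma on the compared groups alone, regression of 6 arrays, the intensity trend, array weights, mean subtraction, quantile normalization and the removal of 08SE1187, 08SE1188 or 08SE1189 did not. The paper's 660 genes in both genotypes stand against 1010 here, with 17 of 22 within 1.5 times. The exceptions were ordinary regression over 12 or 6 arrays, the intensity trend, mean subtraction and the removal of 08SE1189. For Mmp8+/+ mice alone the paper's 334 stand against 596, and 4 came within, ordinary regression over 12 arrays and the removal of 08SE1179, 08SE1185 or 08SE1186, while the other 18 did not. The added regression gave 1027, 666 and 361.

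At the Bonferroni threshold the paper reports 77 genes in Mmp8+/+ mice, 52 in Mmp8-/- mice, 40 in both and 86 in either, against 279, 276, 194 and 361 features here. Of the 22, ordinary linear regression over 12 arrays alone came within 1.5 times, with 56, 43, 28 and 71, and the other 21 did not. The paper's 37 in Mmp8+/+ mice alone stand against 85, and ordinary regression over 12 arrays and the removal of 08SE1178, 08SE1179, 08SE1180, 08SE1184, 08SE1185 or 08SE1186 came within. The paper's 12 in Mmp8-/- mice alone stand against 82, and the same regression and the removal of 08SE1181 or 08SE1187 came within. The others of the 22 did not for either number. The added regression gave 77, 53, 40, 90, 37 and 13.

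Of 84 values of Table 3, with the paper's Ces3 read as Ces1d because its folds match, 76 lay within 2% and 2 differed by more than 1.5 times, both of Ifitm1. The paper gives a fold of 4.232 in Mmp8+/+ mice and a ratio of 0.496, against 2.33 and 0.902 here, and 0 of the 22 alternatives came within 1.5 times. Another Ifitm1 feature had the paper's fold of 4.23 in Mmp8+/+ mice, with 4.38 in Mmp8-/- mice and a ratio of 1.04.

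The paper reports no difference between arthritic Mmp8+/+ and Mmp8-/- mice, where 1 feature, Krtdap, passed here. Ordinary linear regression, array weights, both settings without the filter and the removal of 08SE1185, 08SE1186, 08SE1187 or 08SE1188 gave 0 features, as did the removal of both arrays with Xist signal.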

Other observations

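Of 16 adipocyte genes 15 were lower with arthritis in Mmp8+/+ and 16 in Mmp8-/- mice (16 and 16 when adjusted over the list alone), with medians of -2.11 and -2.35 (camera adjusted p = 1.38e-15 and 5.64e-16, adjusted p = 0.0595 and 0.0974 with an estimated correlation), and Adipoq fell (-2.58 and -2.77, SE 0.37). Of 30 muscle genes 25 and 17 were lower (29 and 21 over the list alone), with medians of -1.76 and -1.37 (adjusted p = 4.94e-13 and 2.92e-08, adjusted p = 0.264 and 0.406 with an estimated correlation), and the myosin Myh2 fell (-2.50 and -2.13, SE 0.47). Osteoblast and osteocyte genes were lower in 9 and 10 of 17 cases (9 and 12 over the list alone), with medians of -0.61 and -0.69 (adjusted p = 9.85e-05 and 2.27e-06, adjusted p = 0.264 and 0.213 with an estimated correlation), and Phex fell (-3.20 and -3.25, SE 0.44). Synovial fibroblast genes had medians of -0.59 and -0.82 (adjusted p = 0.00806 and 0.000646, adjusted p = 0.285 and 0.232 with an estimated correlation), with 7 and 11 of 21 lower and 3 and 3 higher (11, 14, 3 and 3 over the list alone). Among them the lining gene Htra4 fell (-3.55 and -3.26, SE 0.30), whereas podoplanin (Pdpn) rose by 2.40 and 1.86 (SE 0.27). Schwann cell genes had medians of -0.64 and -0.31 (adjusted p = 0.00255 and 0.0137, adjusted p = 0.0992 and 0.213 with an estimated correlation), and 6 and 5 of 12 were lower (7 and 6 over the list alone). Myelin basic protein fell (-1.14 and -1.07, SE 0.21).

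Of 17 B and plasma cell genes 13 were lower with arthritis in Mmp8+/+ and 14 in Mmp8-/- mice (15 and 15 over the list alone), with medians of -1.25 and -1.06 (adjusted p = 2.51e-10 and 2.63e-07, adjusted p = 0.0595 and 0.167 with an estimated correlation), and CD20 (Ms4a1) fell (-3.01 and -2.57, SE 0.32). Neutrophil genes, a list without Mmp8, had medians of 0.16 and 0.36 (adjusted p = 0.0175 and 0.000816, adjusted p = 0.579 and 0.425 with an estimated correlation), with 6 and 6 of 22 higher and 3 and 0 lower (8, 6, 4 and 0 over the list alone), and Trem1 rose by 1.59 and 2.03 (SE 0.21). The sign of the neutrophil median in Mmp8-/- mice turned without both arrays with Xist signal and the array labelled Mmp8-/- control 08SE1182 (-0.0639). Macrophage genes had medians of 0.31 and 0.25 (adjusted p = 0.0175 and 0.0612, adjusted p = 0.45 in Mmp8+/+ mice with an estimated correlation), and the call in Mmp8+/+ mice ended without 08SE1178 (0.0522) and without both arrays with Xist signal (0.0547), with a median of 0.26 in each. Osteoclast genes had medians of 0.41 and 0.29 (adjusted p = 0.0371 and 0.0288, adjusted p = 0.375 and 0.396 with an estimated correlation), and Oscar rose by 0.99 and 0.91 (SE 0.17). Their call ended in Mmp8+/+ mice without 08SE1178, 08SE1180 or 08SE1184 (0.0640, 0.0848 and 0.0702, medians 0.41, 0.34 and 0.30) and without both arrays with Xist signal (0.0716, median 0.41), and in Mmp8-/- mice without 08SE1182 or 08SE1189 (0.0836 and 0.0990, medians 0.23 and 0.34). Of 14 erythroid genes 11 were lower in Mmp8+/+ mice (14 over the list alone), with a median of -1.21 (adjusted p = 2.42e-07, adjusted p = 0.264 with an estimated correlation), and the median in Mmp8-/- mice was -0.41 (adjusted p = 0.085). Granulocyte precursor genes had -0.98 and -0.26 (0.000956 and 0.273, adjusted p = 0.264 in Mmp8+/+ mice with an estimated correlation), and T cell genes -0.38 and -0.19 (0.0275 and 0.126, adjusted p = 0.232 in Mmp8+/+ mice with an estimated correlation).

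Of the remaining lists, epidermal and hair genes had medians of 0.20 in Mmp8+/+ mice (adjusted p = 0.162) and -0.70 in Mmp8-/- mice (0.000485, adjusted p = 0.54 with an estimated correlation, and a median of 0.00647 without both arrays with Xist signal and 08SE1182). Camera called in neither genotype the lists of cartilage (-0.06 and -0.19), endothelial (0.03 and -0.31) and mast cell genes (0.06 and -0.07). Nor did it call the neighbours of Mmp8 (0.04 and -0.20) or the sex-linked genes (0.68 and 0.77). Fry called cartilage lower in both genotypes (adjusted p = 0.0488 and 0.0268) and endothelial genes lower in Mmp8-/- mice (0.0346). In limma 5 of 29 cartilage genes were higher and 10 lower in Mmp8+/+ mice, and 4 and 12 in Mmp8-/- mice. Cartilage genes were enriched among genes called in both genotypes (Fisher's exact test, adjusted p = 0.0331). That enrichment ended without 08SE1179 (0.443), among other arrays.

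Between control mice, camera called gene lists that the paper does not report, with directions drawn in part from the array labelled Mmp8-/- control 08SE1182. Called besides those given below were osteoblast (median difference 0.27, adjusted p = 0.000221), granulocyte precursor (-0.35, 7.15e-06) and muscle genes (-0.34, 0.000163). So were adhesion, glycosaminoglycan binding, migration, Wnt, cartilage, synovial fibroblast and endothelial genes, with medians of 0.07 to 0.13. All of these calls were lost with an estimated correlation. Those of the lists with medians of 0.07 to 0.13 also ended without the Mmp8+/+ control 08SE1180 (adjusted p = 0.159 to 0.435, medians 0.03 to 0.07). So did that of osteoblast genes (0.0608, median 0.15). The muscle call ended without 08SE1178 or 08SE1183 (adjusted p = 0.903 and 0.0732, medians -0.02 and -0.19). The median difference of Mmp8-/- from Mmp8+/+ controls was 0.16 for the matrix list (camera adjusted p = 2.98e-11, adjusted p = 0.0558 with an estimated correlation), 0.15 for proteases (8.64e-05, adjusted p = 0.197 with an estimated correlation) and -0.89 for erythroid genes (8.85e-17, adjusted p = 0.197 with an estimated correlation). It was -0.31 for cell cycle (9.17e-16, adjusted p = 0.299 with an estimated correlation) and -0.40 for neutrophil genes (3.1e-11, adjusted p = 0.218 with an estimated correlation). The erythroid, cell cycle and neutrophil differences draw in part on the Mmp8-/- control 08SE1181, with list means of 6.24, 7.68 and 8.71. The other Mmp8-/- controls read 7.05 and 7.87 (erythroid), 7.93 and 8.14 (cell cycle), and 9.13 and 9.54 (neutrophil). When both arrays with Xist signal were left out together with 08SE1182, the neutrophil median was 0.0494 and the cell cycle adjusted p 0.0556 (median -0.10). Mmp14, a membrane-bound matrix protease, differed by 0.83 (SE 0.19) and did not pass (adjusted p = 1.00 from limma).

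Between arthritic mice, lipid genes had a median difference of -0.19 (adjusted p = 0.00212, adjusted p = 0.729 with an estimated correlation, and 0.452 without 08SE1187, where the median was -0.04) and B cell genes 0.23 (0.00198, adjusted p = 0.712 with an estimated correlation, and 0.0502 and 0.332 without 08SE1184 and 08SE1189, where the medians were 0.08 and 0.01). Neutrophil genes had -0.11 (0.00413, adjusted p = 0.729 with an estimated correlation, and 0.0798 without 08SE1185 at a median of -0.10, while without 08SE1189 the median was 0.00663). Camera also called proteases and inhibitors (median -0.03, adjusted p = 0.0437) and EGF-like domains (-0.06, 0.0364). The protease list holds Mmp8 itself, so its call is in part fixed by the targeting of that gene. Endothelial genes (-0.11, 0.0330) and the neighbours of Mmp8 (-0.10, 0.0456) were called too. With an estimated correlation the adjusted p of these lists was 0.729, 0.438, 0.729 and 0.729, and each call ended without at least 1 array.

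The first 3 principal components of the tested features held 58.0%, 9.77% and 6.69% of the variance. Correlations between arrays ran from 0.871 to 0.984, and the smallest root mean square difference between any pair of arrays was 0.303 on the log2 scale, so no array is a copy of another.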
